# Peroxisome deficiency but not the defect in ether lipid synthesis causes activation of the innate immune system and axonal loss in the central nervous system

**DOI:** 10.1186/1742-2094-9-61

**Published:** 2012-03-29

**Authors:** Astrid Bottelbergs, Simon Verheijden, Paul P Van Veldhoven, Wilhelm Just, Rita Devos, Myriam Baes

**Keywords:** Peroxisomes, Mouse models, Plasmalogens, Complement, Demyelination, Axonal degeneration, Inflammation, Macrophage

## Abstract

**Background:**

Mice with peroxisome deficiency in neural cells (*Nestin-Pex5*^*−/−*^*)* develop a neurodegenerative phenotype leading to motor and cognitive disabilities and early death. Major pathologies at the end stage of disease include severe demyelination, axonal degeneration and neuroinflammation. We now investigated the onset and progression of these pathological processes, and their potential interrelationship. In addition, the putative role of oxidative stress, the impact of plasmalogen depletion on the neurodegenerative phenotype, and the consequences of peroxisome elimination in the postnatal period were studied.

**Methods:**

Immunohistochemistry in association with gene expression analysis was performed on *Nestin-Pex5*^*−/−*^ mice to document demyelination, axonal damage and neuroinflammation. Also *Gnpat*^*−/−*^ mice, with selective plasmalogen deficiency and *CMV-Tx-Pex5*^*−/−*^ mice, with tamoxifen induced generalized loss of peroxisomes were analysed.

**Results:**

Activation of the innate immune system is a very early event in the pathological process in *Nestin-Pex5*^*−/−*^ mice which evolves in chronic neuroinflammation. The complement factor C1q, one of the earliest up regulated transcripts, was expressed on neurons and oligodendrocytes but not on microglia. Transcripts of other pro- and anti-inflammatory genes and markers of phagocytotic activity were already significantly induced before detecting pathologies with immunofluorescent staining. Demyelination, macrophage activity and axonal loss co-occurred throughout the brain. As in patients with mild peroxisome biogenesis disorders who develop regressive changes, demyelination in cerebellum and brain stem preceded major myelin loss in corpus callosum of both *Nestin-Pex5*^*−/−*^ and *CMV-Tx-Pex5*^*−/−*^ mice. These lesions were not accompanied by generalized oxidative stress throughout the brain. Although *Gnpat*^*−/−*^ mice displayed dysmyelination and Purkinje cell axon damage in cerebellum, confirming previous observations, no signs of inflammation or demyelination aggravating with age were observed.

**Conclusions:**

Peroxisome inactivity triggers a fast neuroinflammatory reaction, which is not solely due to the depletion of plasmalogens. In association with myelin abnormalities this causes axon damage and loss.

## Background

Patients with peroxisomal dysfunction present with severe and diverse neurological anomalies, including neuronal migration defects, dysmyelination and inflammatory demyelination and axon damage, proving that these organelles are indispensible for the normal development and maintenance of the central nervous system (CNS) [1-3]. According to the genetic causes these diseases can be categorized in peroxisome biogenesis defects (PBDs) and in single enzyme or transporter deficiencies. The PBDs are due to a mutation in a *PEX* gene, encoding a peroxin involved in the assembly of the organelles. The enzyme/transporter defects mostly involve 1) the peroxisomal α-oxidation pathway, necessary for the breakdown of phytanic acid and long chain 2-hydroxy fatty acids, 2) β-oxidation, which is required for degradation of very long chain fatty acids and pristanic acid, as well as the synthesis of polyunsaturated fatty acids and bile acids and 3) ether phospholipid synthesis which include plasmalogens.

To investigate the postnatal pathologies in the CNS, a mouse model with neural selective peroxisome dysfunction was generated by breeding *Nestin-Cre* mice with *Pex5-loxP* mice. In the latter mice the gene encoding the import receptor of peroxisomal matrix proteins is floxed [4]. This model shows a mild and temporary delay in neurodevelopment [5] but from 3 weeks on *Nestin-Pex5* knockout mice display motor and later on cognitive abnormalities, aggravating with increasing age and evolving in immobility and death before the age of 6 months. In brain, severe dys- and demyelination, astro- and microgliosis and axonal damage were observed [4]. However, the relationship between these anomalies and the precise onset and progression of pathologies in different brain areas were not elucidated. It was further demonstrated that a similar but less aggressive phenotype develops in mice with oligodendrocyte selective inactivation of *Pex5*[6], whereas mice with neuron or astrocyte selective deletion of functional peroxisomes were spared from demyelination, axon damage and astro- and microgliosis [7].

*Gnpat*^*−/−*^ mice [8], which lack a crucial enzyme of ether lipid synthesis, also exhibit a brain phenotype. The cerebellar fibers display hypomyelination at the age of 3 weeks which does not aggravate at 6 weeks, based on microscopical investigations and western blot analysis. Significant dysmyelination was also observed in the outer neocortical fibers of juvenile and adult (aged 8 months) *Gnpat*^−/−^ mice. Furthermore, they display disturbed axoglial contacts resulting in abnormal paranodal organisation and axonal swellings [9]. In lipid raft microdomains (LRMs) isolated from myelin a significant reduction of LRM proteins was found, which was ascribed to the severe lack of plasmalogens [8].

Also impaired peroxisomal β-oxidation causes a postnatal phenotype in the CNS. *Abcd1* knockout mice, a model for the adrenomyeloneuropathy (AMN) form of X-linked adrenoleukodystrophy (X-ALD), cannot transport a subset of substrates over the peroxisomal membrane, presumably saturated and/or unsaturated very long chain fatty acid CoA esters. They develop a late onset axonopathy in the spinal cord, but no brain defects. Recently, oxidative stress was detected in spinal cord of X-ALD mice, long before these mice develop motor abnormalities [10]. Treatment with anti-oxidants inhibited the development of oxidative stress and prevented the development of motor disability and axonal damage [11]. Furthermore, in brain-selective *Pex13* knockout mice [12] increased superoxides and MnSOD were detected in cerebellar cell cultures and up regulation of MnSOD in the Purkinje cell layer of the cerebellum in vivo.

Mice deficient in MFP-2 (also denoted as D-bifunctional protein), carry a broader defect in peroxisomal β-oxidation, as this enzyme is necessary for the degradation of both straight and branched chain substrates [13]. They bear several similarities with *Nestin-Pex5* knockout mice in view of their motor defects and early death. Marked astro- and microgliosis were described [14] but no thorough study of myelinated axons was performed.

Although we already reported on the pathology in the end phase of disease of mice with peroxisome deficiency in brain, the aim of the present investigation was to better define the onset and progression of pathological events in different brain areas of *Nestin-Pex5*^*−/−*^ mice. Therefore, immunofluorescent studies were performed to (co)-localize myelin, axonal damage and neuroinflammatory markers. Furthermore, to better characterize the inflammatory process and the status of microglial cells, the mRNA expression of pro- and anti-inflammatory markers was monitored. We also examined whether oxidative stress could be a causative factor in disease onset and progression. Finally, in order to define the role of plasmalogen deficiency in the pathological events, *Gnpat*^−/−^ mice were directly compared with *Nestin-Pex5*^*−/−*^ mice.

## Methods

### Mouse breeding

*Nestin-Pex5* knockout mice and *Gnpat*^*−/−*^ mice were generated as previously described [4,8] and bred into a Swiss Webster background. Tamoxifen inducible mice in which the Cre-ER^TM^ fusion protein is under the control of the ubiquitously active CMV promoter [15] were obtained from The Jackson Laboratory. Tamoxifen was i.p. injected in *CMV-Cre-ER*^*TM*^*-Pex5-loxP* mice at the age of 4 weeks at a dose of 0.2 mg/g body weight. All mice received 5 injections, with one day intervals. Mice were bred in the animal housing facility of the KULeuven, had ad libitum access to water and standard rodent food, and were kept on a 12 h light and dark cycle. All animal experiments were performed in accordance with the “Guidelines for Care and Use of Experimental Animals” and fully approved by the Research Advisory Committee (Research Ethical committee) of the K.U.Leuven (#159/2008).

### Treatment of the mice

*Nestin-Pex5* mice were treated with anti-oxidants as described [11]. N-acetylcysteine (1%) (Acros, Geel, Belgium) was administered via the drinking water (pH adjusted to 3.5) and α-lipoic acid (0.5% w/w) (Sigma-Aldrich, Bornem, Belgium) via the food chow. Treatment was started at the age of 3 weeks for a period of 9 weeks.

### Immunohistochemistry

Paraffin sections were used for immunological detection of almost all antigens, except for C1q, CC-1 and CNP, for which cryosections were used. Stainings were done according to [14]. The sources and concentrations of antibodies are listed in Additional file 1: Table S1. For each age, 3 to 5 individual knockout mice were analyzed and compared with control littermates.

After incubation with primary antibodies overnight, secondary HRP-labeled antibodies were applied during 1 h, followed by fluorescent labeling by the use of the cyanine 2 (FITC) TSA kit (Perkin Elmer Life sciences, Boston, USA). When double or triple immunolabeling was performed, sets of primary and secondary antibodies were sequentially applied. As a second and third fluorescent marker the cyanine 3 and cyanine 5 TSA kits (Perkin-Elmer) were used.

Images were analyzed with a Zeiss CLSM510 confocal laser scanning microscope equipped with a Zeiss axiocam camera.

### Electron microscopy

After perfusion fixation of the corpus callosum with 2.5% glutaraldehyde in 0.1 mol/L phosphate buffer pH 7.2, samples were kept in fixative at 4 ° C overnight. After 1 h post-fixation in 2% osmium tetroxide/0.1 mol/L phosphate buffer pH 7.2 at 4°C, the samples were dehydrated in graded series of alcohol and embedded in epoxy resin. Ultra-thin sections (50 to 60 nm) were cut, stained with uranyl acetate and lead citrate and examined at 50 kV using a Zeiss EM 900 electron microscope (Oberkochen, Germany). Images were recorded digitally with a Jenoptik Progress C14 camera system (Jena, Germany) and operated using Image-Pro express software (Media Cybernetics, USA).

### RNA analysis

qRT-PCR on inflammatory markers was performed as previously described [7]. The assay ID (Applied Biosystems, Halle, Belgium) or the sequence of primers and probes (when custom-made) are listed in Additional file 2: Table S2. FIZZ1 (Mm00445109_m1) and IL10 (Mm00439616_m1) were designed and synthesized by Applied Biosystems and purchased as a premix.

For microarray analysis, the transcriptional profiles of hypothalamus of 10-week-old wild type and *Nestin-Pex5*^*−/−*^ mice (n = 4 per genotype) were analyzed by using the whole genome Affymetrix GeneChip® Mouse Genome 430 2.0 Array as described previously [16]. Labeling of the samples, hybridization, washing and scanning of the chips was carried out at the MicroArray Facility in Leuven (MAF, Leuven, Belgium). The bioinformatics analysis was performed as previously described [16]. The complete dataset is available under GEO record GSE1938.

### *Metabolic analyses*

The TBARS assay to quantify the oxidative stress marker malondialdehyde was performed as decribed [17]. Lipid hydroperoxides were measured with xylenol orange adapted from [18] Dried lipid extracts were redissolved in 0.2 ml chloroform, followed by addition of 0.8 ml reaction mixture (water/methanol 1/3, v/v), containing 32.25 mM H_2_SO_4_, 5 mM FeSO_4_, 250 μM xylenol orange and 31.25 mM butyl hydroxytoluene. After incubation for 30 min, absorbance was read at 560 nm and standardized against cumene hydroperoxide.

## Results

### Demyelination and axon loss in cerebellum of young Nestin-Pex5^−/−^ mice is accompanied with mild gliosis

To allow co-localization of microgliosis, myelin abnormalities and axonal damage in *Nestin-Pex5* knockout mice, triple immunofluorescent stainings were performed with anti-F4/80, anti-MBP and either anti-APP (axonal swellings, not shown) or SMI32 (nonphosphorylated neurofilaments, a sign of axonal degeneration). At 3 weeks, when myelin formation is completed, all *Nestin-Pex5*^*−/−*^ mice showed strongly reduced MBP staining of the cerebellar white matter in the folia, indicative of a lack of normal myelin (Figure 1C–D). At the age of 2 weeks, the difference with control mice was less clear although some fibers already lacked myelin in the cerebellar folia (Figure 1A–B). With increasing age (Figure 1E–F), MBP staining of cerebellar axons further diminished, which was in accordance with the appearance of degraded MBP (deMBP) (Additional file 3: Figure S1A–C). Thus, there seems to be both a developmental and a stability problem for cerebellar myelin of *Nestin-Pex5* knockout mice. Damage to cerebellar axons became apparent at 6 weeks by staining unphosphorylated neurofilaments (Figure 1F). In addition, axonal swellings were seen with the neurofilament marker SMI31 (Figure 1H, arrow), which also revealed marked axonal loss from the age of 6 weeks on, in comparison with the wild type littermates (Figure 1G–I). At all stages, only a few F4/80 positive microglial cells were associated with these fibers lacking myelin (Figure 1A–F). Phagocytotic activity of microglia was confirmed by increased staining for the macrophage marker MAC-3 (Figure 1M) and for the lysosomal enzyme cathepsin D (not shown). Besides microglia, also astrocytes take part in the neuroinflammatory cascade. Moderately increased GFAP immunoreactivity was observed at 3 weeks in the white matter of the cerebellar folia and in Bergmann glial cells of the molecular layer (Figure 1J–K). At 12 weeks astrocytes had markedly proliferated and showed a swollen morphology, indicative for astrocyte activation (Figure 1L).

**Figure 1:**
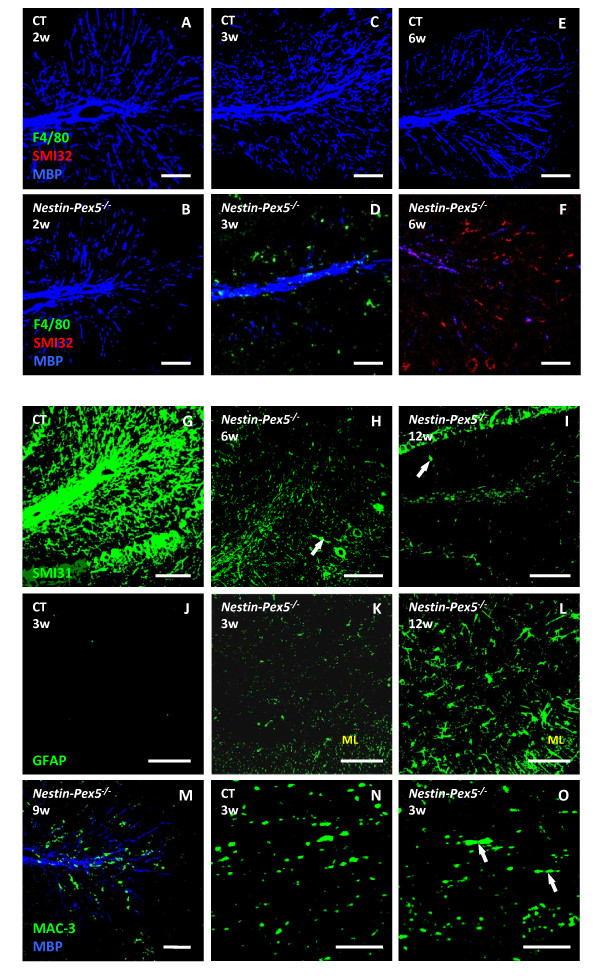
**Early myelin abnormalities but mild microgliosis in cerebellum.** (**A-F**) Immunohistochemistry was performed to visualize microglia (F4/80, green), damaged axons (SMI32, red) and myelin (MBP, blue). Compared to the control mice (A) several fibers in the cerebellar folia of the *Nestin-Pex5*^*−/−*^ already lack myelin at two weeks (B), which was even more pronounced at three weeks (C-D) and six weeks (E-F). SMI32 positive axons, indicative of degeneration, were observed at six weeks (F). (**G-I**) Axonal loss was analyzed by the use of an antibody recognizing healthy phosphorylated axons (SMI31). Decreased SMI31 immunoreactivity was observed at six (H) and 12 weeks (I), in comparison with the control littermates (G). In addition, several axonal swellings were present (H-I, arrows). (**J-L**) Astrocytes were visualized by anti-GFAP, which revealed higher immunoreactivity at three weeks in white matter of the folia, but also in the molecular layer (K). At 12 weeks astrocyte proliferation and activation was even more pronounced (L). (**M**) Double labeling of myelin (MBP, blue) and activated/phagocytotic microglia with MAC-3 (green) in the cerebellum of a nine-week-old *Nestin-Pex5*^*−/−*^ mouse. (**N-O**) An antibody specific for potassium channels (K^+^) was used for the investigation of paranodal structures. Cerebellar axons displayed an abnormal distribution of potassium channels (O, arrows), as compared to the strict juxtaparanodal localization in the control (N). All panels of each row were stained with the same antibodies. Scale bars: A-M: 100 μm; N-O: 10 μm. **GFAP: glial fibrillary acidic protein, K**^**+**^**: potassium, MAC: macrophage, MBP: myelin basic protein, SMI: Sternberger Monoclonals Inc.**

It is well known that paranodes and juxtaparanodes get disorganized along demyelinated axons which according to recent reports might even be an early event in Multiple Sclerosis [19,20]. For this reason, paranodes and juxtaparanodes were visualized by antibodies against caspr and potassium channels respectively. Already at the age of 3 weeks, potassium channels were more spread out over cerebellar fibers, in comparison to the characteristic juxtaparanodal distribution in control mice (Figure 1N–O).

Also in the cerebellar peduncles demyelination (Additional file 4: Figure S2 A–E) and axonal degeneration (Additional file 4: Figure S2C–D, arrows and F–H) takes place, respectively starting at 6 and 9 weeks and aggravating with age. In contrast to the cerebellar folia, marked microgliosis and macrophage activity was observed at 12 weeks (Additional file 4: Figure S2E–F).

### Cortex: Loss of myelin in the absence of a strong microglial response

The development of pathology in the cortex strongly varied from mouse to mouse but at the age of 12 weeks virtually all mice displayed a massive loss of myelin and axons. A subset of mice displayed demyelination and microgliosis between the age of 3 and 9 weeks, whereas others seemed to be spared at this stage (Figure 2A–D; Additional file 3: Figure S1G–I). Microgliosis is never pronounced, although the few microglial cells are MAC-3 positive (Figure 2B), are swollen and some of these cells contain MBP (Figure 2D, arrow). Likewise astrogliosis is mild at all ages analyzed (data not shown). Using anti-APP or SMI32 staining no axonal swellings were detected in the cortex. However, despite the absence of these signs of axonal damage, extensive axonal loss was observed with SMI31 immunohistochemistry in a subset of mice aged 3 to 9 weeks and from 12 weeks on in all mice (Figure 2E–F).

**Figure 2:**
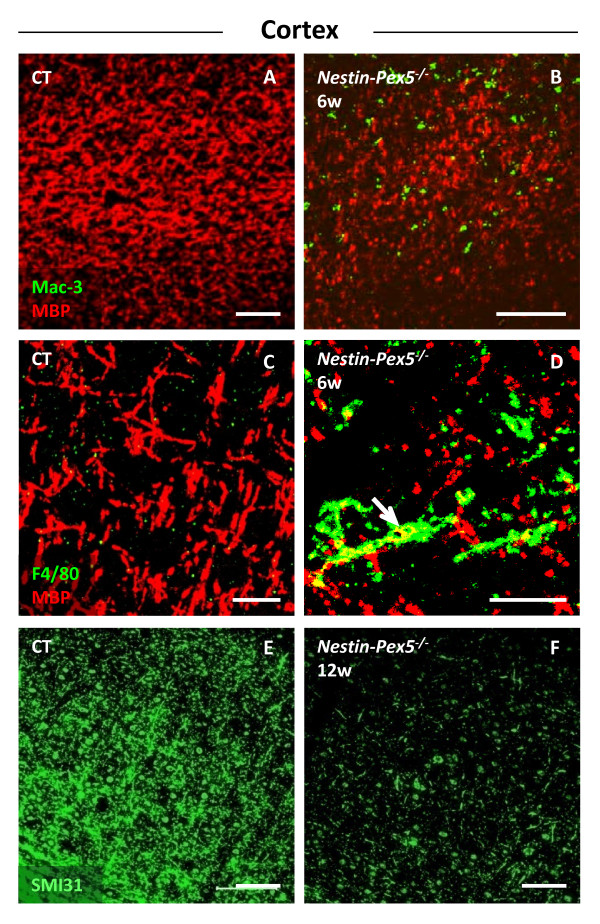
**Myelin loss and mild microgliosis in the cortex.** (**A-D**) Double immunolabeling of myelin (MBP, red) and activated microglia (MAC-3, green) or microglia (F4/80, green), respectively. Cortical demyelination was detected in a subset of *Nestin-Pex5*^*−/−*^ mice at six weeks (B and D), but a strong microglial reaction was never seen (B and D). However, the observed microglial cells were MAC-3 positive, which indicates phagocytotic activity (B) and some microglia seem to contain myelin (D, arrow). (**E-F**) Loss of axons, represented as a decreased SMI31 immunoreactivity, was clearly detectable in the cortex of 12-week-old knockout mice (F), when compared to the control mice (E). All panels of each row were stained with the same antibodies. Scale bars: A-C and G-I: 100 μm; D-F: 25 μm. MBP, myelin basic protein.

### Brain stem and spinal cord: Strong correlation between microglia activation and demyelination

In brain stem, both demyelination and axonal injury were seen at a young age, but the onset varied between 3 and 6 weeks (Figure 3A–C). Early demyelination was confirmed by deMBP staining, which was also seen at higher ages (Additional file 3: Figure S1D–F). Damaged SMI32 positive axons almost always lacked a MBP positive myelin sheet (Figure 3B–C). Moreover, proliferation and activation of microglia appeared from the age of 3 weeks and became more pronounced than in cerebellum. Microglial cells were often seen in the proximity of damaged axons (Figure 3C, arrow) and often contained myelin debris (Figure 3D–F, arrows). Astrocyte proliferation was weakly present from 3 to 9 weeks (not shown) while at 12 weeks both astrocyte proliferation and activation were pronounced (Figure 3G–H). A similar onset and progression of pathology was observed in the cervical part of the spinal cord (not shown).

**Figure 3:**
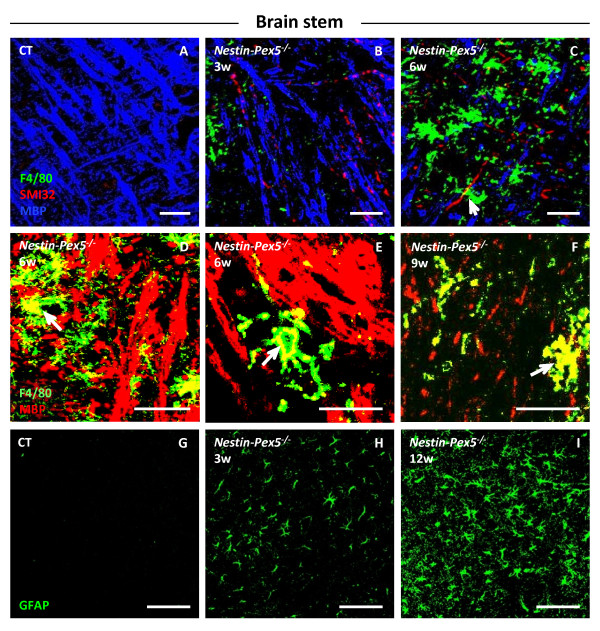
**Association of severe demyelination with extensive microgliosis in the brain stem.** (**A-C**) Triple staining of microglia (F4/80, green), damaged axons (SMI32, red) and myelin (MBP, blue). Already at the age of three and six weeks demyelinated and degenerating axons are observed in a subset of *Nestin-Pex5*^*−/−*^ mice (B-C), in contrast with the control littermates (A). Microglial cells are observed in association with these demyelinated axons (C, arrow). (**D-F**) Higher magnification of the double labeling of myelin (MBP, red) and microglia (F4/80, green) in the brain stem of six- to nine-week-old *Nestin-Pex5*^*−/−*^ mice. The observed microglial cells have a swollen appearance and several of them contain MBP-positive myelin debris (D-F, arrows). (**G-I**) The anti-GFAP antibody was used to analyze astrogliosis, which is mild at three weeks (H), but strongly pronounced at 12 weeks (I), compared with the control mice (G). All panels of each row were stained with the same antibodies. Scale bars: A-D and G-I: 100 μm; E-F: 50 μm. GFAP, glial fibrillary acid protein; MBP, myelin basic protein.

### Inflammatory demyelination in corpus callosum

Although signs of demyelination and axon damage could already be detected in corpus callosum of some 3- to 9-week-old mice, a major loss of myelin and axons was noticed in all 12-week-old mice (Figure 4A–D; Additional file 3: Figure S1J–L). Similar as in the brain stem, axonal swellings were mostly detected where myelin is absent (Inset in Figure 4B, arrow). At this age myelin loss was accompanied with disorganized juxtaparanodes based on potassium channel stainings (Figure 4E–F, arrow). Important to note is that demyelination in the corpus callosum was always accompanied by extensive microgliosis (Figure 4B) and phagocytotic activity (not shown). A low grade of astrogliosis is seen from 3 to 9 weeks (not shown), but this worsened significantly from 12 weeks on, and became more pronounced than in all other brain areas (Figure 4H).

**Figure 4:**
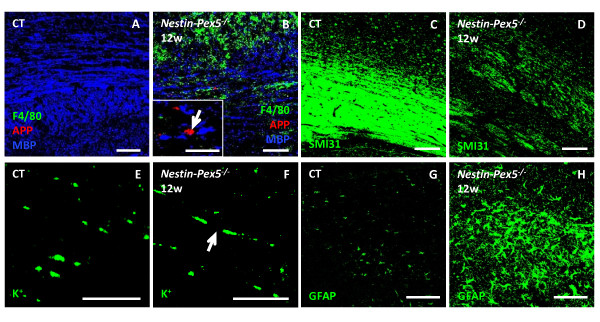
**Corpus callosum is affected later than other brain regions.** (**A-B**) Microglia (F4/80, green), axonal swellings (APP, red) or damage (SMI32, red) and myelin (MBP, blue) were co-labeled on sagittal brain section. At six weeks no pathology was observed yet in the corpus callosum, but at 12 weeks demyelination was pronounced and associated with microgliosis (B) and axonal swellings (Inset in B, arrow). (**C-D**) Healthy axons were massively lost at 12 weeks, as shown by decreased SMI31 immunoreactivity (D), compared to control mice (C). (**E-F**) Potassium channels (K^+^) were immunolabeled to visualize the juxtaparanodes. In the 12-week-old *Nestin-Pex5*^*−/−*^ mice these juxtaparanodes displayed a broader distribution (F, arrow), in comparison with the control mice (E). (**G-H**) Astrocytes were labeled with anti-GFAP. Astrogliosis is strongly pronounced at 12 weeks (H), in comparison with the control mouse (G). Scale bars: A-D: 100 μm; G-H: 10 μm; Inset in B: 12 μm. APP: amyloid precursor protein, GFAP: glial fibrillary acidic protein, K^+^: potassium, MBP: myelin basic protein, SMI: Sternberger monoclonals Inc.

Electron microscopy (EM) of the corpus callosum of *Nestin-Pex5* knockout mice was performed to complement the fluorescence microscopy. The ultrastructure of the corpus callosum of control mice (Figure 5A) showed cross and longitudinal sections of axons with a regular and compact myelin sheath. *Nestin-Pex5* knockout mice of 3 weeks (Figure 5B) showed axons with normal myelin sheaths but also denuded axons. Some axons displayed a swollen necrotic cytoplasm which was still enwrapped by a clear myelin sheath (arrow). At 12 weeks (Figure 5C) axonal injury became more apparent showing completely necrotic areas with remnants of cytoplasmic organelles and cytoskeleton elements (asterisk). Again it is important to note that several oedematous axons are still myelinated (arrow). Taken together, degeneration of myelinated axons in corpus callosum can already be detected by EM analysis at the age of 3 weeks. This strongly aggravates with age which then can be visualized with immunofluorescent stainings.

**Figure 5:**
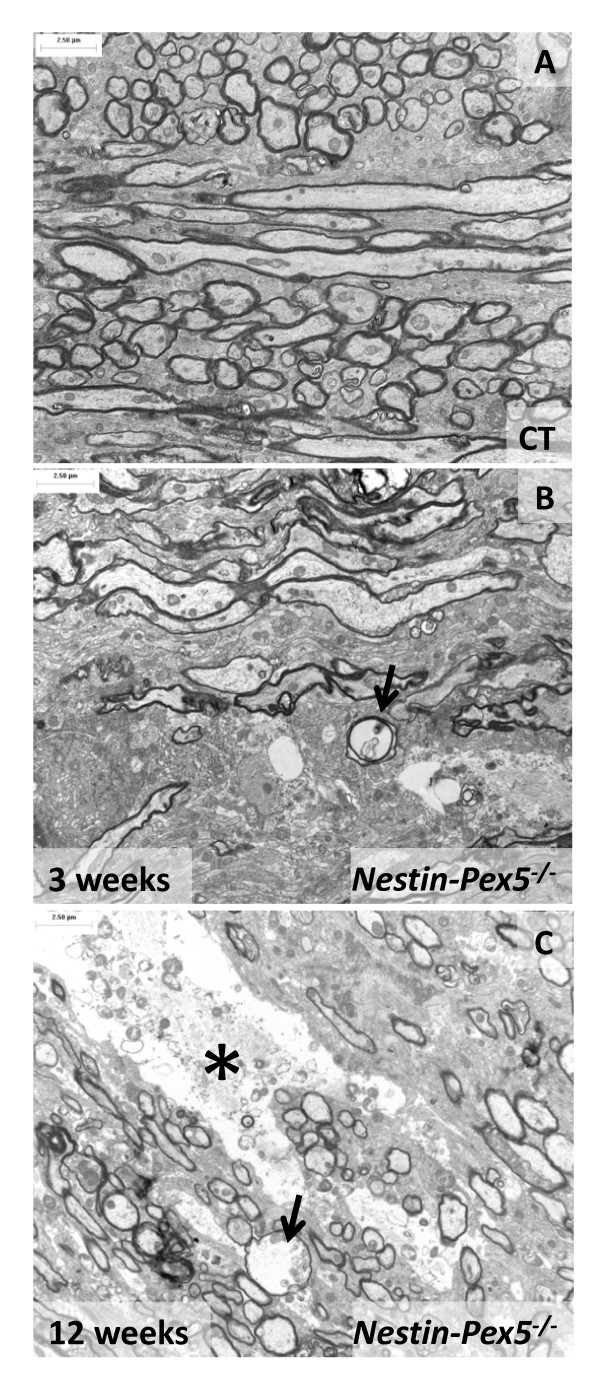
**Ultrastructure of myelin and axons in corpus callosum.** (**A**) Cross and longitudinal sections of nerve fibers of control mice display a regular and compact myelin sheath. (**B**) In the corpus callosum of three-week-old *Nestin-Pex5*^*−/−*^ mice many axons are still myelinated while a subset already lacks a myelin sheath. The arrow in (B) indicates a swollen necrotic axon, surrounded by a normally appearing myelin sheath. (**C**) In 12-week-old *Nestin-Pex5* knockout mice demyelination is even more pronounced than at three weeks. Similarly as at three weeks, an edematous necrotic axon, which is enwrapped by an apparently normal myelin sheath (arrow), is detected. In addition, large necrotic areas are observed (asterisk).

### Activation of the immune system in nestin-Pex5 knockout mice

To obtain an overall picture of altered gene expression in peroxisome deficient brain, microarray analysis was performed. 

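Hypothalamus RNA from 4 wild type and 4 *Nestin-Pex5*-/- mice, all 10 weeks old, was labelled and hybridised to Affymetrix Mouse Genome 430 2.0 arrays, with 1 array per mouse. *Nestin-Pex5*-/- mice lack the peroxisomal import receptor Pex5 in the cells that arise from neural progenitors. On these arrays each transcript is read by 1 or more probe sets, and a probe set whose name ends in _s_at or _x_at can also bind related transcripts. The authors turned the scans into log2 values with RMA, which subtracts background, quantile-normalizes the arrays to 1 distribution and summarises the probes of each probe set. The values ranged from 2.91 to 15.03 on the log2 scale, and the medians of the arrays from 6.70 to 6.84. The platform's annotation pairs 34958 probe sets with 1 gene, 932 with several genes and 9211 with no gene. Each gene was read from its probe set with the highest mean over the 8 arrays, which gave 18194 genes, 9012 of them with more than 1 probe set to choose from. Genotypes were compared with limma on the values as deposited, with no filter on dim probe sets, and p-values were adjusted by the method of Benjamini and Hochberg over all 18194 genes. A gene is called higher or lower at an adjusted p under 0.05. Fold changes are *Nestin-Pex5*-/- over wild type, and errors are SDs over 4 mice or standard errors of the fit. The number of arrays limits the precision.

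The level of *Pex5* itself was 8.66 ± 0.038 (SD, n = 4) on the log2 scale in wild type and 8.67 ± 0.071 (SD, n = 4) in *Nestin-Pex5*-/- hypothalamus, a log2 fold change of 0.011 (standard error 0.056, adjusted p = 0.946 from limma). Its other probe set gave a fold of 0.956. Whether either probe set lies in the deleted part of the gene is not known, so *Pex5* does not show whether the arrays carry the right genotype. The first principal component, with 49.3% of the variance, set the 4 *Nestin-Pex5*-/- arrays apart from the 4 wild type arrays. The next, with 18.7%, set wild type replicate 4 apart, at -29.1 against 5.07 to 9.98 in the other wild type arrays, and 155 genes differed more than 2-fold between this array and the mean of the other wild type arrays. The third, with 12.8%, split the *Nestin-Pex5*-/- arrays, with replicates 7 and 8 at 14.5 and 10.6 and replicates 9 and 10 at -12.1 and -12.0. The genotypes share no replicate number, so the arrays were not paired.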

Hypothalamus tissue of 10-week-old mice was chosen because this brain area can be easily delineated and pathology is progressing at this age based on histological observations. 

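Among the 10 largest rises in *Nestin-Pex5*-/- hypothalamus were genes for a leukocyte surface glycoprotein, chemokines, lectin receptors and a protease inhibitor. *Cd52*, a small glycoprotein on the surface of leukocytes, rose from 6.39 ± 0.18 to 10.50 ± 0.32 on the log2 scale (SD, n = 4 each), 17.3-fold, and was highest in *Nestin-Pex5*-/- replicate 8. *Cxcl13*, a chemokine that draws B cells, rose 16.8-fold (log2 fold change 4.07, standard error 0.23, adjusted p = 5.1e-06 from limma), and its other probe set gave 127-fold. The lectin receptor *Clec7a* rose 15.4-fold, the protease inhibitor *Cst7* 13.5-fold, the phosphatase *Ptprc* (CD45) 10.7-fold and the lectin receptor *Clec4a3* 8.34-fold. Of the 18194 genes, 724 were higher and 144 lower. Of the settings tried, only scaling to *Actb* reversed this balance, with 501 higher and 659 lower. *Actb* was itself higher by 0.13 on the log2 scale in *Nestin-Pex5*-/- mice. Scaling to a list of 10 reference genes gave 764 higher and 127 lower, and quantile normalization again gave 677 and 167. The lower count depends on single arrays. The lower genes numbered 331 without wild type replicate 4, 68 without wild type replicate 1 or 2, and 60, 50 and 46 without *Nestin-Pex5*-/- replicate 8, 9 and 10. A change of at least 2-fold was found in 212 of the higher genes and in 1 of the lower genes, *Etnppl*, an enzyme of phosphoethanolamine breakdown that fell to 0.315-fold (adjusted p = 0.00998) and was highest in wild type replicate 3. The arrays of the genotypes did not overlap in 2026 genes, or 11.1%, where chance gives 2.86%.

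Gene groups were compared as 39 lists written down before the data were examined, each tested with limma's camera, a test of whether a list's genes change more than the other genes, with an inter-gene correlation preset to 0.01. The lists of microglia identity and of disease-associated microglia ranked first. All 25 measured genes of microglia and macrophage identity were higher (median log2 fold change 2.29, adjusted p = 8.4e-71), as were 29 of 41 genes of disease-associated microglia, the state described around amyloid plaques (median 1.34, adjusted p = 1.1e-53). Genes of the interferon response came next, with 34 of 51 higher (median 0.84, adjusted p = 2.3e-39, but 0.0668 with the correlation estimated from the data). Of 94 cytokines, chemokines and their receptors, 33 were higher and none was lower (43 higher and 2 lower when adjusted over the list alone, and 49 higher and 4 lower at an unadjusted p under 0.05). The median log2 fold change of this list was 0.25 and its adjusted p from camera 4.9e-23, the fifth smallest. Among its members the monocyte attractants *Ccl6*, *Ccl3* and *Ccl12* rose 11.9-fold, 8.13-fold and 7.67-fold, and *Il12b*, a subunit shared by interleukins 12 and 23, rose 5.25-fold (log2 fold change 2.39, standard error 0.17, adjusted p = 2.6e-05 from limma). With the estimated correlation camera called 5 lists in place of 26, namely toll-like receptor signalling, phagocytic receptors and the 3 lists of microglia (identity, disease-associated, homeostatic), and the cytokine list had an adjusted p of 0.0687. The number of lists called does not set the genotypes apart from every other grouping of the arrays, since exchanging wild type replicate 4 for *Nestin-Pex5*-/- replicate 7 called 27 lists, although no gene passed. That grouping keeps most arrays of each genotype together and so carries a part of the genotype difference.

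**Figure D1:**
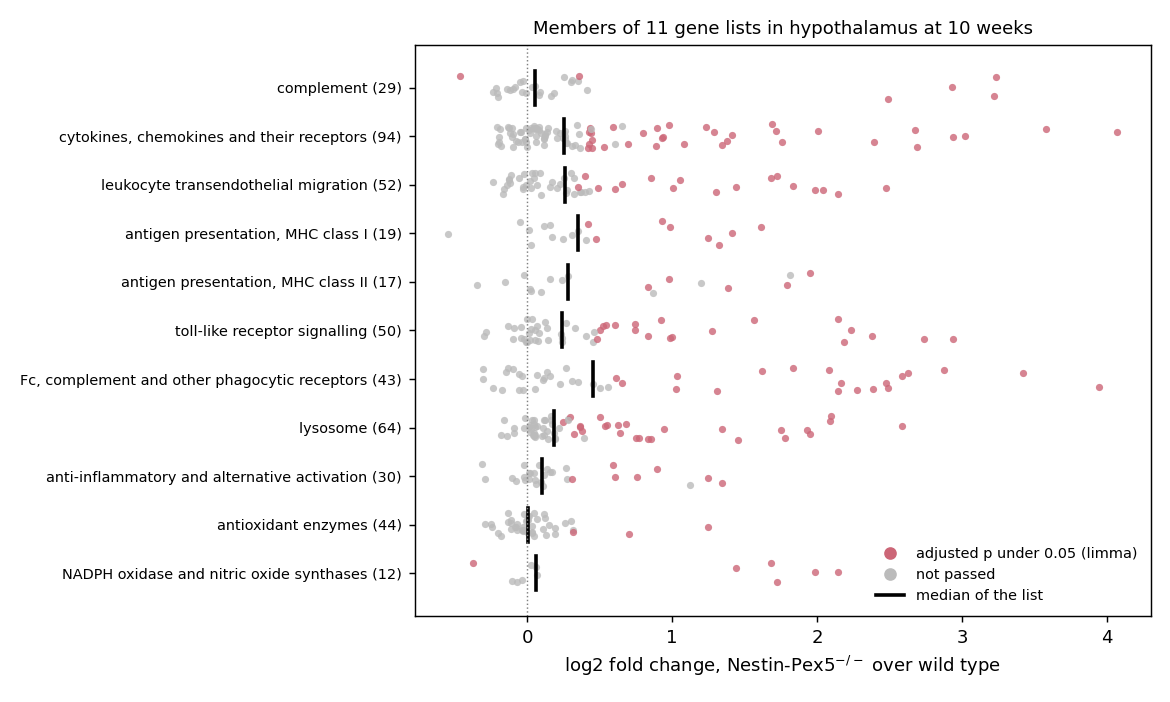
Log2 fold change of *Nestin-Pex5*-/- over wild type hypothalamus for the measured members of the 11 gene lists behind the conclusions drawn from the array, 1 point per gene, with the median of each list as a line (n = 4 arrays per genotype). The medians lie between 0.0026 for the antioxidant enzymes and 0.45 for the Fc, complement and other phagocytic receptors, while single members such as *Cxcl13* reach 4.07.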

The KEGG pathways that were most significantly up regulated are all related to immune responses, including cytokine-cytokine receptor interaction, transendothelial migration, antigen processing and presentation, and toll-like receptor signaling pathways (Table 1). In order to confirm these data, the expression of a selection of inflammatory markers was evaluated in other brain areas and at other time points by qRT-PCR and by immunofluorescence.

**Table 1:** Microarray analysis on hypothalamus of 10-week-old *Nestin-Pex5*^*−/−*^ mice

**Cytokine-cytokine receptor interaction**		
**Complement**		**Fold change**
*C3ar1*	complement component 3a receptor 1	11.28^***^
*C1qb*	complement component 1, q subcomponent, beta polypeptide	9.4^***^
*C4b*	complement component 4B	8.47^***^
*C1qa*	complement component 1, q subcomponent, alpha polypeptide	7.64^***^
**Chemokines**		
*Cxcl13*	chemokine (C-X-C motif) ligand 13	16.8^***^
*Ccl6*	chemokine (C-C motif) ligand 6	11.93^***^
*Ccl3*	chemokine (C-C motif) ligand 3	8.13^***^
*IL12b*	Interleukin 12b	5.67^***^
**Leukocyte transedothelial migration**		
*Itgb2*	Integrin beta 2	5.57^***^
*Itgam*	Integrin alpha M	3.56^***^
*ICAM1*	Intercellular adhesion molecule 1	4.12^***^
*VCAM1*	Vascular cell adhesion molecule 1	1.52^***^
**Antigen processing and presentation**		
*H2-K1*	Histocompatibility 2, K1, K region	5.57^***^
*H2-D1*	Histocompatibility 2, D region locus 1	3.56^***^
*Fcgr2b*	Fc receptor, IgG, low affinity IIb	6.21^***^
*Fcgr3*	Fc receptor, IgG, low affinity III	4.41^***^
*P2Y6*	Pyrimidinergic receptor P2Y, G-protein coupled 6	5.22^***^
*B2m*	beta-2 microglobulin	3.06^***^
*Ctse*	cathepsin E	1.52^***^
**Toll-like receptor signaling pathway**		
*TLR2*	Toll-like receptor 2	4.70^***^
*TLR1*	Toll-like receptor 1	4.43^***^
*TLR7*	Toll-like receptor 7	1.98^***^
*TLR4*	Toll-like receptor 4	1.70^***^
**Anti-inflammatory markers**		
*IL4*	Interleukin 4	**0.93**
*IL10*	Interleukin 10	**1.03**
*IL13*	Interleukin 13	**1.01**
*Arg1*	Arginase-1	**1.13**
*TGFβ*	Transforming growth factor β	2.54^***^
*HO-1*	Heme oxygenase-1	2.37^***^
**Anti-oxidantia**		
*Cat*	Catalase	1.23^*^
*MnSOD*	Manganese superoxide dismutase	**0.95**
*Prdx6*	Peroxiredoxin 6	1.34^***^
*Prdx1*	Peroxiredoxin 1	1.12^*^
*Gpx1*	Glutathione peroxidase 1	1.25^***^

Only the most affected KEGG pathways are represented. 

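Genes of both routes of antigen presentation were among those higher in *Nestin-Pex5*-/- hypothalamus. The MHC class I light chain *B2m* rose 3.06-fold, from 11.36 ± 0.12 to 12.97 ± 0.072 (log2, SD, n = 4 each; adjusted p = 1.3e-06 from limma). The heavy chains *H2-K1* and *H2-D1* rose 2.66-fold and 2.50-fold, and the immunoproteasome subunit *Psmb8* rose 2.38-fold (log2 fold change 1.25, standard error 0.086). Transcripts of the class I heavy chains resemble each other, and over all their single-gene probe sets the folds ran from 1.14 to 3.52 for *H2-K1* and from 0.973 to 3.22 for *H2-D1*. Of 19 measured genes of the class I route, 8 were higher (13 when adjusted over the list alone), and none was lower even at an unadjusted p under 0.05 (median log2 fold change 0.35, adjusted p = 3.8e-14 from camera, 0.0668 with the estimated correlation).

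Of 17 genes of the class II route 5 were higher and none was lower (6 higher when adjusted over the list alone, 7 at an unadjusted p under 0.05; median log2 fold change 0.28, adjusted p = 4.5e-07 from camera, 0.169 with the estimated correlation). They are the proteases *Ctss* (3.87-fold) and *Lgmn* (1.78-fold), the reductase *Ifi30* (1.97-fold), the costimulator *Cd86* (2.61-fold) and *H2-Ob* (3.46-fold), which stayed at 4.32 in *Nestin-Pex5*-/- replicate 8 against a mean of 6.16 in the other 3 (adjusted p = 0.0261 over all 8 arrays, 0.0615 to 0.0887 without any 1 array other than wild type replicate 4 or *Nestin-Pex5*-/- replicate 8). The call of *H2-Ob* was also lost with trend and robust settings (adjusted p = 0.0708). The class II chains *Cd74* (3.51-fold, adjusted p = 0.156) and *H2-Ab1* (2.29-fold, adjusted p = 0.429), picked out after their values were seen, did not pass. The protease *Ctse* was at 1.21-fold (adjusted p = 0.221) on its brightest probe set and at 5.67-fold on the other. In wild type replicate 4 the mean of the class II genes was 7.15 against 6.84 in the other wild type arrays. The class II mean was 7.32 and 7.24 in *Nestin-Pex5*-/- replicates 7 and 8, and 8.02 and 7.73 in replicates 9 and 10. The mean of 9 genes of the meninges, chosen after the data were seen, was split in the same way. It was 7.03 and 7.33 against 8.57 and 8.55, with 7.97 to 8.69 in wild type. The reason was not tested.

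In toll-like receptor signalling 19 of 50 genes were higher and none was lower (27 higher when adjusted over the list alone, 28 at an unadjusted p under 0.05; median log2 fold change 0.24, adjusted p = 1.8e-20 from camera, 0.00817 with the estimated correlation). The lipopolysaccharide co-receptor *Cd14* rose 7.67-fold, the receptor partner *Ly86* 6.68-fold and the transcription factor *Irf8* 5.19-fold. *Tlr2*, on chromosome 3 of GRCm38 from 83836272 to 83841824, rose from 5.84 ± 0.066 to 8.07 ± 0.17 (log2, SD, n = 4 each), 4.70-fold (adjusted p = 4.8e-07 from limma). *Tlr1* rose 4.43-fold and *Tlr7* 1.98-fold. The dimmer probe sets of *Tlr7* gave 1.08-fold and 1.05-fold (adjusted p = 0.696 and 0.863 from limma over all probe sets). *Tlr4* rose 1.42-fold, with an adjusted p of 0.0440 that ranged from 0.0687 to 0.137 without any 1 array other than wild type replicate 4. Its call was also lost after scaling to *Actb* (0.0781) and when quantile-normalized again (0.0546). A dimmer probe set of *Tlr4* gave 1.70-fold (adjusted p = 3.7e-04 from limma over all probe sets). Still dimmer probe sets of this gene gave 0.981-fold and 1.13-fold and did not pass (adjusted p = 0.933 and 0.465 from the same test).

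Of the 37 genes for which the table and the text give a fold change from these arrays, 33 could be read from a probe set of that gene alone, and 25 of these passed the threshold over all genes (28 when adjusted over these genes alone). The study chose them on the same samples, so the count over the list alone is not independent evidence. The paper states that the KEGG pathways with the most significant rises all concern immune responses. It went on to measure inflammatory markers in other brain areas and at other ages.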

Values are given as means of 4 independent samples. * p < 0.05, *** p < 0.001.

Based on the microarray results, mRNA levels of several components of the complement system are highly up regulated. 

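Among complement genes with a probe set of their own, those of C1q and of an anaphylatoxin receptor rose most, and most of the others did not pass. C1q, the recognition molecule of the classical pathway, is built from the products of *C1qa*, *C1qb* and *C1qc*, which lie side by side on chromosome 4 of GRCm38 between 136880126 and 136898844. *C1qa* rose from 9.48 ± 0.079 in wild type to 12.42 ± 0.066 in *Nestin-Pex5*-/- hypothalamus (log2, SD, n = 4 each), 7.64-fold (standard error of the log2 fold change 0.062, adjusted p = 2.6e-08 from limma). *C1qb* rose 9.40-fold (log2 fold change 3.23, standard error 0.099, adjusted p = 2.2e-07), with its lowest value in wild type replicate 2, and *C1qc* rose 9.34-fold (log2 fold change 3.22, standard error 0.15, adjusted p = 1.4e-06). In order of log2 fold change they ranked 16, 7 and 8 among all genes. *C3ar1*, the receptor of the anaphylatoxin C3a, rose 5.61-fold on its brightest probe set (log2 fold change 2.49, standard error 0.13, adjusted p = 2.6e-06) and 6.59-fold and 11.3-fold on the others. In each of these 4 genes the 4 *Nestin-Pex5*-/- arrays lay above the 4 wild type arrays (exact permutation test, two-sided, p = 0.029, the smallest that 4 mice against 4 allow). A probe set that the annotation gives to both *C4a* and *C4b* rose 8.47-fold, from 8.52 ± 0.20 to 11.61 ± 0.026 (log2, SD, n = 4 each; standard error of the log2 fold change 0.096, adjusted p = 1.1e-06 from limma over all probe sets). It does not tell these genes apart and is not part of the counts over genes.

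Of 29 measured complement genes 5 were higher and 1 was lower (7 and 1 when adjusted over the list alone), and the median log2 fold change was 0.052. Besides the 4 genes above, the inhibitor *Clu* rose 1.28-fold (adjusted p = 0.0125, 0.0938 after scaling to *Actb*), and *Vtn*, an inhibitor of the terminal complex, was at 0.724-fold (adjusted p = 0.0299). This call of *Vtn* was lost without wild type replicate 1 or 2 or *Nestin-Pex5*-/- replicate 7 or 8 (adjusted p = 0.0549 to 0.0989) and with the mean of its probe sets (0.0673). *C1qa*, *C1qb* and *C1qc* are also markers of microglia, whose F4/80 gene *Adgre1* rose 7.99-fold in the same arrays. The adjusted p of the list from camera was 5.2e-04 and 0.267 with the estimated correlation, and 1 other grouping of the 8 arrays gave an unadjusted p of 1.3e-04 against 2.6e-04 for the genotypes. Without wild type replicate 4, 8 members were higher.

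**Figure D2:**
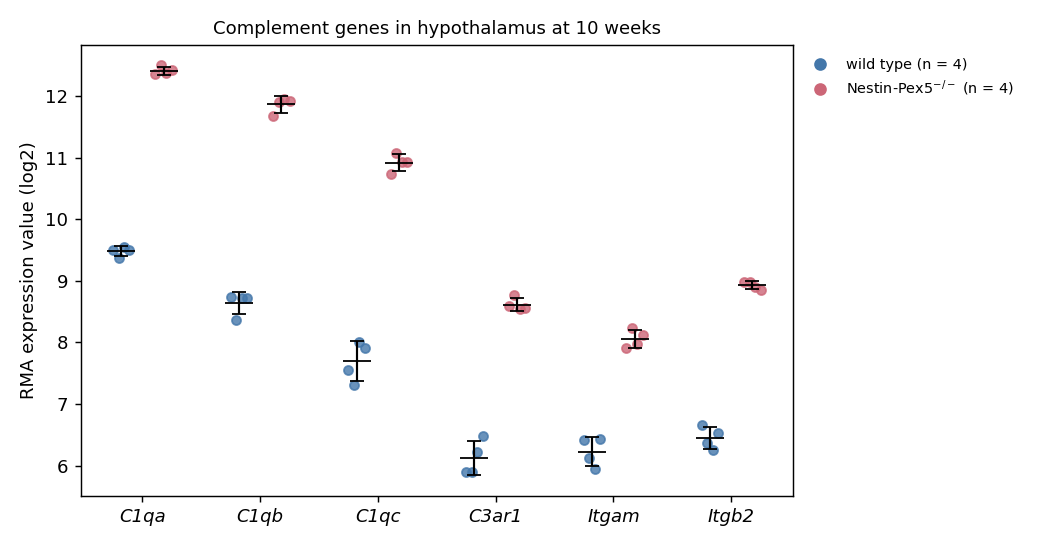
Log2 value of *C1qa*, *C1qb*, *C1qc*, *C3ar1*, *Itgam* and *Itgb2* in each hypothalamus array, 1 point per mouse, with the mean and SD of the 4 arrays of each genotype. In all 6 genes the 4 *Nestin-Pex5*-/- arrays lie above the 4 wild type arrays, and the means of *C1qa* are 9.48 and 12.42.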

C1q, one of the most markedly up regulated genes, is the first subcomponent of the classical complement system and was further investigated by qRT-PCR. Strikingly, C1q mRNA levels were already significantly elevated at 3 weeks, and increased dramatically with age in corpus callosum (Figure 6A). In contrast, in cerebellum C1q transcripts were only mildly up regulated (Table 2). In order to localize C1q expression, immunohistochemistry on sagittal brain sections was performed. C1q immunoreactivity was already increased at the age of 3 and 6 weeks in brain stem (Figure 6C) and at 6 weeks in corpus callosum (Figure 6D), preceding the detection of microgliosis by F4/80 in these brain areas. In accordance with the mRNA data, no C1q deposits were found in cerebellum (Figure 6E). As it was previously shown that C1q can be expressed by different cell types, co-localization studies were performed. There is no overlap of C1q with F4/80, suggesting that this complement factor is not expressed by microglia at 6 weeks (Figure 6C and E). Partial overlap is seen with CC-1 (Figure 6D, arrows), a marker for oligodendrocyte cell bodies. The cellular C1q deposits did not overlap with myelin sheaths or axons, but based on the shape of the immunoreactive structures the majority of C1q was present on the surface of neuronal cell bodies (not shown), although we could not determine the localization by double stainings.

**Figure 6:**
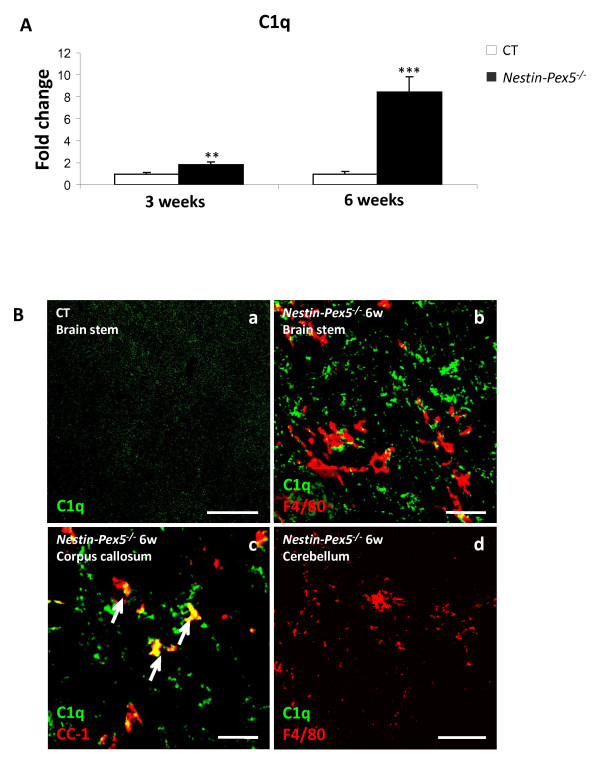
***C1q*expression is an early response in Nestin-Pex5**^**−/− **^**brain.** (**A**) C1q expression levels were quantified by qRT-PCR. Up regulation of mRNA levels was already significant in the corpus callosum of the three-week-old *Nestin-Pex5*^*−/−*^, although this was much more pronounced at six weeks. Expression levels were normalized to β-actin expression. Values are given as means ± SEM of four independent samples. ** *P* < 0.01, *** *P* < 0.001 (Student’s *t*-test). (**B-E**) C1q was also investigated by immunohistochemistry. At six weeks, C1q immunoreactivity was observed in the corpus callosum (D) and brain stem (C), but not in the cerebellum (E). Double labeling of C1q (green) and microglia (F4/80, red) or oligodendrocytes (CC-1, red), respectively, was performed to determine the cellular localization of the complement protein. C1q was not present in microglia (B and D), but in a subset of oligodendrocytes (C). Scale bars: B and E: 50 μm; C and D: 20 μm. SEM, standard error of the mean.

**Table 2:** Fold change of mRNA levels of inflammatory mediators incorpus callosum and cerebellum of 6-week-old *Nestin-Pex5* mice

**Nestin-Pex5 6 weeks**		
**Fold change**	**Corpus callosum**	**Cerebellum**
**TNFα**	28.96 ± 6.27^***^	17.15 ± 8.85
**C1q**	8.40 ± 1.43^***^	2.94 ± 1.45
**TLR2**	11.91 ± 3.26^***^	12.42 ± 6.10
**Mpeg1**	13.64 ± 6.38^***^	10.63 ± 0.34^***^
**TGFβ**	2.83 ± 0.18^***^	3.38 ± 0.5^**^
**IL10**	30.92 ± 10.65^*^	3.18 ± 3.10
**Arg1**	1.78 ± 0.08^**^	2.78 ± 1.11
**Fizz1**	13.31 ± 8.59	1.62 ± 0.50

Values represent means of 4 independent samples. * p < 0.05, ** p < 0.01, *** p < 0.001. Expression levels were normalized to β-actin expression.

Other pro-inflammatory markers, including TNFα, the toll-like receptor TLR2 and the chemokine Cxcl-1, were analyzed by qRT-PCR in corpus callosum of 3- and 6-week-old mice (Figure 7A-B) and in cerebellum of 6-week-old mice (Table 2). All these inflammatory mediators were highly up regulated even before demyelination, axonal pathology and microgliosis are detectable by fluorescence microscopy. This is particularly obvious in corpus callosum, where expression of pro-inflammatory markers is strongly increased at 6 weeks, whereas the peak of microglia activation only occurs from 12 weeks on.

**Figure 7:**
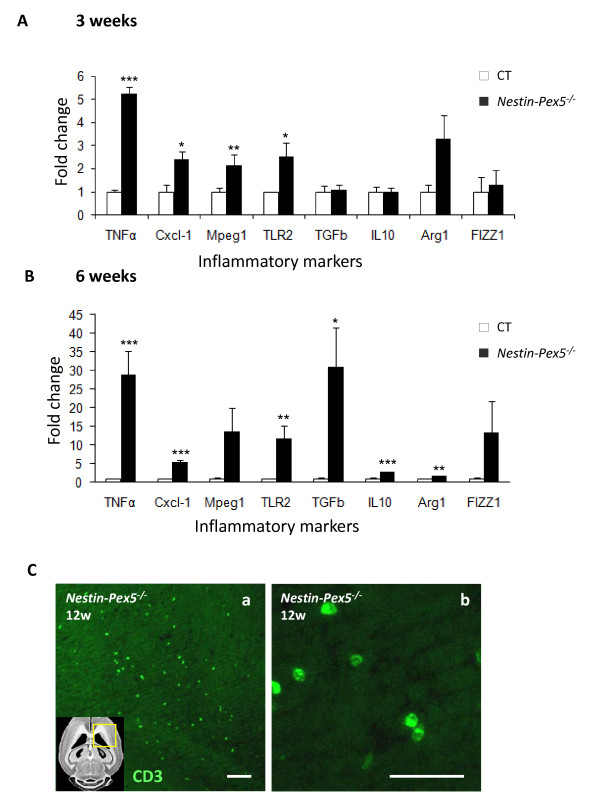
**Up regulation of pro- and anti-inflammatory markers in Nestin-Pex5**^**−/− **^**mice.** (**A-B**) In the corpus callosum of three- and six-week-old *Nestin-Pex5*^*−/−*^ mice mRNA levels of several pro- and anti-inflammatory markers were quantified by qRT-PCR. (A) TNFα***, Cxcl-1*, Mpeg1** and TLR2* were all significantly up regulated in the corpus callosum of three-week-old knockout mice. The anti-inflammatory markers TGFβ, IL10, arginase 1 and FIZZ1 were not up regulated at three weeks. (B) At six weeks the pro-inflammatory markers showed much higher expression levels, compared to three-week-old *Nestin-Pex5* knockout mice. Also expression levels of the anti-inflammatory markers TGFβ, IL10 and arginase 1 were significantly increased at this age. Values represent means ± SEM of four independent samples, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001 (Student’s *t*-test). Expression levels were normalized to β-actin expression. (**C-D**) By immunohistochemistry infiltration of CD3 positive lymphocytes was observed in 12-week-old *Nestin-Pex5*^*−/−*^mice, mainly in the corpus callosum. Scale bars: C: 50 μm; D: 25 μm. CD: cluster of differentiation, Cxcl: chemokine (C-X-C motif) ligand, FIZZ: found in inflammatory zone, IL: interleukin, Mpeg: macrophage expressed gene, SEM: standard error of the mean, TGF: transforming growth factor, TLR: toll like receptor.

Importantly, the microarray data also pointed to phagocytotic activity of inflammatory cells in the brain of 10-week-old *Nestin-Pex5*^−/−^ mice (Table 1), confirming histological results. Receptors involved in the binding and ingestion of pathogens, including Fc receptors, complement receptors and P_2_Y_6_ were highly up regulated (Table 1). 

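Receptors for antibody and for complement fragments were among the phagocytic receptors that rose in *Nestin-Pex5*-/- hypothalamus. *P2ry6*, which encodes P_2_Y_6_ on chromosome 7 of GRCm38 from 100937630 to 100975498, rose from 5.81 ± 0.24 to 8.19 ± 0.25 (log2, SD, n = 4 each), 5.22-fold (standard error of the log2 fold change 0.14, adjusted p = 7.3e-06 from limma). *Itgb2* and *Itgam*, the subunits of complement receptor 3, rose 5.57-fold and 3.56-fold (log2 fold changes 2.48 and 1.83, adjusted p = 3.9e-07 and 1.4e-05). Among the Fc receptors *Fcgr3* rose 4.41-fold (log2 fold change 2.14, standard error 0.078, adjusted p = 4.1e-07). *Fcgr2b*, the inhibitory Fc receptor, gave different values on its 5 probe sets, from 0.902-fold to 6.21-fold. On the brightest of them it was at 1.37-fold (log2 fold change 0.45, standard error 0.12) and did not pass (adjusted p = 0.0760), while 3 others rose 3.47-fold to 6.21-fold (adjusted p = 6.6e-06 to 4.1e-05 from limma over all probe sets) and the mean of the 5 passed (1.8e-05). *Tyrobp*, the signalling adaptor of several phagocytic receptors, rose 7.35-fold and *Itgax* (CD11c) 6.18-fold. Of 43 measured Fc, complement and other phagocytic receptors and their signalling partners, 19 were higher and none was lower (23 higher and 3 lower when adjusted over the list alone, and the same numbers at an unadjusted p under 0.05). Camera gave this list an adjusted p of 2.5e-22 at a median log2 fold change of 0.45 (0.0124 with the estimated correlation). Of these 43 genes 20 are also in other lists, mostly those of microglia.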

The latter receptor recognizes the nucleotide UDP released from injured neurons and stimulates phagocytosis [21]. Furthermore, expression of Mpeg1, a macrophage marker [22] and of lysosomal proteins, were significantly increased. Examples are cathepsin D (2.54 fold up regulated), Lamp2 (1.57 fold) and hexosaminidase B (3.17 fold). This was further confirmed by qRT-PCR on Mpeg1 in other brain regions and at earlier time points (Figure 7A and B; Table 2).

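Some genes of lysosomal proteases and membrane proteins rose in *Nestin-Pex5*-/- hypothalamus along with the macrophage marker *Mpeg1*. This gene, for a pore-forming protein of phagocytes, lies on chromosome 19 of GRCm38 from 12460770 to 12465285. It rose from 8.28 ± 0.18 to 11.01 ± 0.093 (log2, SD, n = 4 each), 6.67-fold (standard error of the log2 fold change 0.093, adjusted p = 3.3e-07 from limma), with *Nestin-Pex5*-/- replicate 7 lowest of its genotype at 10.88. The protease *Ctsd*, already among the more abundant transcripts in wild type, rose from 11.35 ± 0.081 to 12.70 ± 0.078 (log2, SD, n = 4 each), 2.54-fold (adjusted p = 1.8e-06). The membrane protein *Lamp2* rose 1.61-fold (log2 fold change 0.68, standard error 0.090, adjusted p = 0.00159), and its 4 probe sets lay between 1.57-fold and 1.62-fold. The largest rises among lysosomal genes were in *Cd68*, a scavenger protein of phagocytes (6.00-fold, log2 fold change 2.58, standard error 0.062, adjusted p = 4.4e-08), in the protease *Ctsc* (4.28-fold) and in *Laptm5*, a lysosomal protein of blood cell lineages (4.26-fold, but a log2 fold change of -0.040 when _s_at and _x_at probe sets were left out). Of 64 measured lysosomal genes 26 were higher and none was lower (30 higher and 1 lower when adjusted over the list alone, 32 and 1 at an unadjusted p under 0.05). The median log2 fold change was 0.19, and the adjusted p from camera was 2.5e-25 (0.0830 with the estimated correlation).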

In a normal inflammatory process, a pro-inflammatory phase is followed by a resolution phase, during which microglial cells produce anti-inflammatory markers [23,24]. According to microarray analysis only TGFβ and Heme oxygenase-1 were up regulated (2.54 and 2.37 fold respectively) (Table 2). However, additional anti-inflammatory markers [25] were analysed by qRT-PCR analysis in corpus callosum of 3- and 6-week-old mice. 

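*Tgfb1* and *Hmox1* had the largest rises of the anti-inflammatory genes that passed in *Nestin-Pex5*-/- hypothalamus, and some receptors and signal transducers of this group passed with smaller rises, part of which depend on the settings. *Tgfb1* rose from 6.35 ± 0.19 to 7.69 ± 0.15 (log2, SD, n = 4 each), 2.54-fold (adjusted p = 4.7e-05 from limma), while its dimmer probe set gave 0.992-fold. *Hmox1*, which encodes Heme oxygenase-1, rose from 6.15 ± 0.31 to 7.40 ± 0.21 (log2, SD, n = 4 each), 2.37-fold (adjusted p = 0.00110). The interleukin 10 receptor chain *Il10ra* rose 1.86-fold (log2 fold change 0.90), its partner *Il10rb* by a log2 fold change of 0.59, the cytokine signalling inhibitor *Socs3* 1.69-fold, the transcription factor *Stat6* 1.52-fold and the microglial inhibitory receptor *Cd200r1* 1.24-fold. The call of *Il10rb* was lost without wild type replicate 2 or *Nestin-Pex5*-/- replicate 8 or 9 (adjusted p = 0.0507 to 0.0568), and that of *Cd200r1* without wild type replicate 1 or 2 or *Nestin-Pex5*-/- replicate 9 or 10 (0.0778 to 0.0871), after scaling to *Actb* (0.135) and with trend and robust settings (0.0532). The cytokines *Il4*, *Il10* and *Il13* did not pass. *Il4* was at 0.928-fold (adjusted p = 0.663), *Il10* at 1.03-fold (adjusted p = 0.808) and *Il13* at 1.01-fold (adjusted p = 0.970). *Retnla*, which encodes Fizz1, was at 2.18-fold with an SD of 1.90 on the log2 scale among the 4 *Nestin-Pex5*-/- arrays (adjusted p = 0.511). Of 30 genes of anti-inflammatory signalling and alternative activation 7 were higher and none was lower, the same numbers when adjusted over the list alone or at an unadjusted p under 0.05, and 4 were higher when dim probe sets were left out, which tests fewer genes. At a median log2 fold change of 0.10 the adjusted p from camera was 3.5e-05 (0.252 with the estimated correlation). Another grouping of the 8 arrays gave this list an unadjusted p of 1.2e-06 against 1.3e-05 for the genotypes, and wild type replicate 4 lay highest of its genotype with a mean of 6.64 against 6.42. *Nestin-Pex5*-/- replicates 7 and 8, at 6.57 and 6.64, did not lie clear of this wild type array. Replicates 9 and 10 were at 6.88 and 6.83. Genes of the meninges, chosen after the data were seen, were split in the same way, and the reason was not tested.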

As Arginase 1, Fizz1, IL10 and TGFβ were all significantly up regulated in 6-week-old *Nestin-Pex5*^*−/−*^ mice, it appears that the pro-inflammatory response is accompanied by an anti-inflammatory reaction. In cerebellum of 6-week-old *Nestin-Pex5*^*−/−*^ mice, only TGFβ is significantly elevated, the other anti-inflammatory markers were not (Table 2).

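In *Nestin-Pex5*-/- hypothalamus some genes for leukocyte adhesion rose, among them *Icam1*, *Vcam1* and *Itgal*. The lists of endothelial and of T cell markers did not pass, and the difference between the lists was not tested. *Icam1*, the endothelial and microglial ligand of the beta 2 integrins, lies on chromosome 9 of GRCm38 from 21015940 to 21028814. It rose from 5.08 ± 0.34 to 7.12 ± 0.16 (log2, SD, n = 4 each), 4.12-fold (adjusted p = 4.3e-05 from limma), with wild type replicate 4 highest of its genotype at 5.59. *Vcam1*, the endothelial ligand of the alpha 4 integrins, rose 1.52-fold (log2 fold change 0.60, standard error 0.090, adjusted p = 0.00352), and its other probe sets gave 1.30-fold and 1.42-fold. *Itgal*, the alpha chain of LFA-1, rose 1.41-fold (adjusted p = 0.00895, 0.125 with the mean of its probe sets). Of 52 measured genes of leukocyte transendothelial migration 17 were higher and none was lower (24 higher when adjusted over the list alone, 26 higher and 1 lower at an unadjusted p under 0.05). Their list had a median log2 fold change of 0.26 and an adjusted p of 1.9e-17 from camera (0.0830 with the estimated correlation). Of the 17 genes, *Cybb*, *Ncf4*, *Cyba*, *Rac2* and *Ncf1* encode or regulate the phagocyte NADPH oxidase, and *Pik3cg* and *Plcg2* are signalling enzymes of leukocytes.

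Of 22 endothelial markers 1 was higher, *Cd34*, at 2.34-fold (median log2 fold change -0.052, adjusted p = 0.631 from camera). Of 27 T cell markers 1 was higher, the chemokine *Ccl5*, at 1.74-fold (adjusted p = 0.0209 from limma, 0.0509 to 0.0685 without wild type replicate 1, 2 or 3 or *Nestin-Pex5*-/- replicate 8 or 9), and the list did not pass (median log2 fold change -0.062, adjusted p = 0.596 from camera). The CD3 chain *Cd3e* was at 0.903-fold (adjusted p = 0.395 from limma). Of 17 markers of neutrophils and monocytes *Lcn2* (4.66-fold) and *Csf3r* (3.38-fold) were higher. The median of this list was -0.14 and its mean 0.16, and its adjusted p from camera was 0.976. Of 15 B cell markers *Cd72* (7.71-fold), *Ighm* (1.96-fold) and *Cd22* (1.53-fold) were higher. The call of *Ighm* was lost with the mean of its probe sets (log2 fold change 0.15, adjusted p = 0.339) and without wild type replicate 2 (0.0522) or *Nestin-Pex5*-/- replicate 8 (0.0579). In this list the median was -0.0032 and the mean 0.28 (adjusted p = 0.0462 from camera, 0.544 with the estimated correlation).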

The microarray results further revealed the up regulation of genes involved in transendothelial migration of blood-derived inflammatory cells into the brain. To verify increased infiltration, immunohistochemistry with an antibody recognizing T-cells (CD3) was performed. At the age of 12 weeks a limited number of T-cells were noticed in corpus callosum of *Nestin-Pex5*^−/−^ mice (Figure 7C–D).

Together, these data indicate that the innate immune system is activated at a very early stage in peroxisome deficient brain, generating a strong and persistent pro-inflammatory response which could not be stopped by anti-inflammatory mechanisms. Secondarily, the adaptive immune system is activated.

### Oxidative stress

Because it was reported that oxidative stress precedes the axon pathology in spinal cord of *Abcd1* knockout mice, lacking the peroxisomal transporter ABCD1 [10,11], several experiments were conducted to investigate whether oxidative stress occurs in *Nestin-Pex5* knockouts. The TBARS assay was performed to detect end markers of lipid peroxidation, predominantly malondialdehyde, in the CNS of *Nestin-Pex5* mice (Figure 8A). Furthermore, lipid hydroperoxides were quantified using xylenol orange. No evidence for lipid peroxidation was found in corpus callosum, cerebellum and spinal cord of 9- to 12-week-old knockout mice (data not shown).

**Figure 8:**
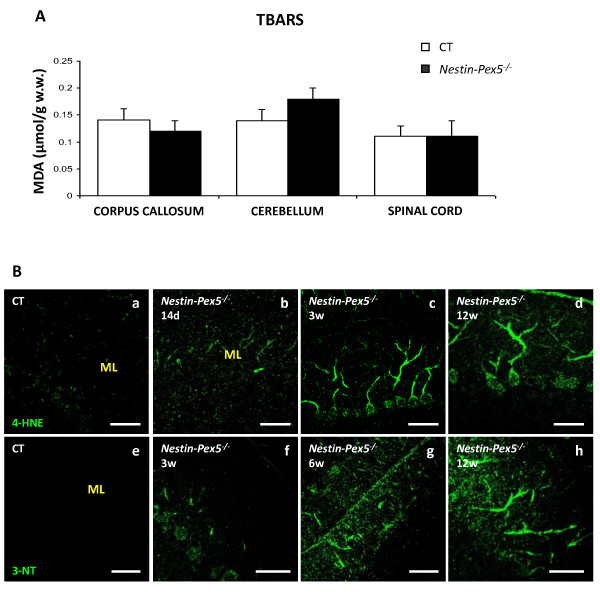
**Oxidative stress markers are only present in Purkinje cells.** (**A**) End products of lipid peroxidation, predominantly malondialdehyde, were quantified by the TBARS assay. No differences between 9- to 12-week-old *Nestin-Pex5*^*−/−*^ and control littermates were observed in the corpus callosum, cerebellum or spinal cord. Values are given as means ± SEM of four independent samples of each genotype (Student’s *t*-test). (**B-I**) The markers 4-HNE (B-E) and 3-nitrotyrosine (3-NT) (F-I) were evaluated by immunohistochemistry. 4-HNE was slightly observable in Purkinje cells of two-week-old *Nestin-Pex5*^*−/−*^ mice (C), compared with the control littermates (B). The amount of 4-HNE present in Purkinje cells was higher at three (D) and 12 weeks (E). Low 3-NT immunoreactivity was observed at three weeks in Purkinje cells (G), but increased with age (H-I). Scale bars: B-F and G: 100 μm; G and I: 50 μm. 4-HNE, 4-hydroxynonenal; SEM, standard error of the mean; TBARS, thiobarbituric acid reactive substances.

As it was reported that immunohistochemistry is a more sensitive procedure to detect markers of oxidative stress in brain [26], stainings were performed with antibodies reacting with 4-hydroxynonenal (4-HNE). Slightly higher 4-HNE immunoreactivity was detected in Purkinje cells already at postnatal day 14 (Figure 8B–C) which increased with age (Figure 8D–E). In addition, 4-HNE staining was sporadically observed along cortical fibers and in the corpus callosum but not in all mice and not at all ages tested (not shown). In all the other brain regions and cell types, there was no difference in immunoreactivity between *Nestin-Pex5*^*−/−*^ and control mice. To confirm these findings, oxidative damage to proteins was examined by staining with antibodies to 3-nitrotyrosine [27]. Immunoreactivity was also elevated in Purkinje cells of *Nestin-Pex5*^*−/−*^ mice, starting at 3 weeks (Figure 8F–G) and increasing with age (Figure 8H–I), but not in other brain regions. Interestingly, according to microarray data there is no up regulation of the cytokine iNOS in *Nestin-Pex5*^*−/−*^ mice, which was confirmed by qRT-PCR analysis in corpus callosum of 6-week-old mice (not shown). 

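Of the nitric oxide synthases, the inducible form *Nos2* (iNOS) did not differ detectably between the genotypes in hypothalamus. *Nos2* lies on chromosome 11 of GRCm38 from 78920787 to 78960226, and its only probe set was at a low level, 5.59 ± 0.22 (log2, SD, n = 4) in wild type and 5.52 ± 0.14 (SD, n = 4) in *Nestin-Pex5*-/- mice. This is a fold of 0.952 (standard error of the log2 fold change 0.12, adjusted p = 0.803 from limma). An exact permutation test gave p = 0.686 (two-sided). The endothelial form *Nos3* was at 1.04-fold (adjusted p = 0.805). The neuronal form *Nos1* was at 0.770-fold (adjusted p = 0.0158), a call lost without wild type replicate 1 or 2 or *Nestin-Pex5*-/- replicate 9 or 10 (adjusted p = 0.0539 to 0.0603) and with the mean of its probe sets (0.129).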

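The phagocyte NADPH oxidase includes the membrane subunits gp91phox (*Cybb*) and p22phox (*Cyba*) and the cytosolic subunits p47phox (*Ncf1*) and p40phox (*Ncf4*), and it is switched on with the GTPase *Rac2*. In *Nestin-Pex5*-/- hypothalamus these subunits were higher. *Cybb*, on chromosome X of GRCm38 from 9435252 to 9487766, rose from 5.14 ± 0.16 to 7.28 ± 0.17 (log2, SD, n = 4 each), 4.42-fold (standard error of the log2 fold change 0.10, adjusted p = 2.2e-06 from limma), and its other probe sets rose 2.05-fold and 3.86-fold. *Cyba* rose from 7.53 ± 0.13 to 9.26 ± 0.13 (log2, SD, n = 4 each), 3.30-fold (adjusted p = 2.5e-06). *Ncf4* rose 3.97-fold (log2 fold change 1.99, standard error 0.12, adjusted p = 6.3e-06) and *Ncf1* 2.72-fold (log2 fold change 1.44, standard error 0.11, adjusted p = 3.4e-05), with 3.09-fold and 3.63-fold on its other probe sets. *Rac2* rose 3.20-fold (adjusted p = 5.1e-05) and was highest in *Nestin-Pex5*-/- replicate 8. *Nox4*, an oxidase outside phagocytes, was at 1.02-fold (adjusted p = 0.929). Of 12 measured NADPH oxidase and nitric oxide synthase genes 5 were higher and 1 was lower, the same numbers when adjusted over the list alone. As a list they had a median log2 fold change of 0.063 and an adjusted p of 5.2e-06 from camera (0.125 with the estimated correlation). Microglial markers rose in the same arrays, *Aif1* by 4.68-fold.

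**Figure D3:**
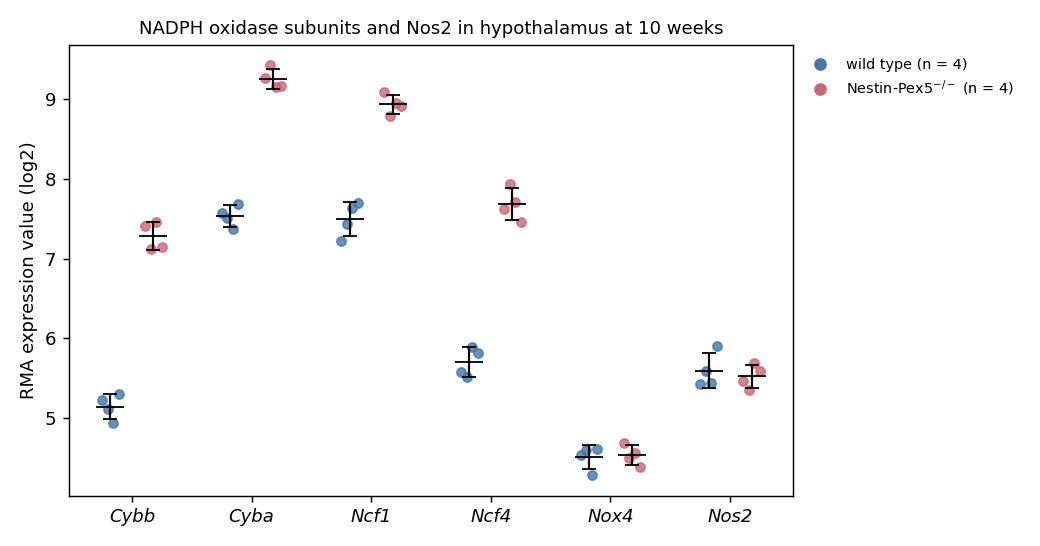
Log2 value of *Cybb*, *Cyba*, *Ncf1*, *Ncf4*, *Nox4* and *Nos2* in each hypothalamus array, 1 point per mouse, with the mean and SD of the 4 arrays of each genotype. In *Cybb*, *Cyba*, *Ncf1* and *Ncf4* the 4 *Nestin-Pex5*-/- arrays lie above the 4 wild type arrays, while the genotypes overlap in *Nox4* and *Nos2*.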

In agreement with iNOS, also mRNA levels of NADPH oxidase were not altered in the microarray. However, at the age of 5 months significantly higher levels of iNOS were detected in corpus callosum (2.35 fold, p < 0.05). At this age, also 4-HNE immunoreactivity was observed in corpus callosum of a subset of *Nestin-Pex5*^*−/−*^ mice.

Up regulation of anti-oxidative enzymes is another indicator of increased oxidative stress. According to microarray analysis the peroxiredoxins 1 and 6, catalase and glutathione peroxidase 1 were mildly but significantly up regulated, whereas several other ones such as MnSOD were not. 

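Few of the antioxidant genes differed detectably between the genotypes in hypothalamus. *Gpx1*, the cytosolic glutathione peroxidase, on chromosome 9 of GRCm38 from 108339080 to 108340342, rose from 11.10 ± 0.082 to 11.41 ± 0.044 (log2, SD, n = 4 each), 1.24-fold (standard error of the log2 fold change 0.059, adjusted p = 0.0146 from limma). Its adjusted p was 0.133 after scaling to *Actb*, 0.0535 without *Nestin-Pex5*-/- replicate 8 and 0.0567 without *Nestin-Pex5*-/- replicate 9. *Cat*, the peroxisomal catalase, was at about the same factor, 1.25-fold, but with a larger spread, from 9.89 ± 0.27 to 10.20 ± 0.13 (log2, SD, n = 4 each). It did not pass (adjusted p = 0.247 from limma; exact permutation test, two-sided, p = 0.114), and without wild type replicate 4 its adjusted p was 0.0136. *Sod2*, which encodes MnSOD, was at 0.984-fold (adjusted p = 0.896). Besides *Gpx1* and *Hmox1* (2.37-fold), *Nfe2l2* (Nrf2), the transcription factor that drives many antioxidant genes, was higher, at 1.62-fold (log2 fold change 0.70, standard error 0.069, adjusted p = 2.5e-04). Of 44 measured antioxidant genes these 3 were higher and none was lower (3 higher and 2 lower when adjusted over the list alone, 5 and 4 at an unadjusted p under 0.05). These numbers depend on the settings, with 5 higher without wild type replicate 3 or 4, 2 lower after scaling to *Actb* or with trend and robust settings and 3 lower with array weights. The median log2 fold change was 0.0026, and the list did not pass (adjusted p = 0.293 from camera). Peroxiredoxins 1 and 6 have no probe set of their own and are not part of the counts. On the probe sets that *Prdx1* shares with *Gm21399* the folds ran from 1.08 to 1.12. None of these probe sets passed (adjusted p = 0.216 to 0.668 from limma over all probe sets).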

MnSOD immunoreactivity was also not different between brains of *Nestin-Pex5*^*−/−*^ mice and control littermates (Table 1). Strongly increased catalase immunoreactivity in *Nestin-Pex5* knockouts was already reported [4].

To rule out that a low level of oxidative stress, that was not detectable with the used methods, contributes to the pathology, *Nestin-Pex5*^*−/−*^ mice were treated from the age of 3 weeks for a period of 9 weeks with an anti-oxidant mixture of α-lipoic acid (0.5% w/w in food chow) and N-acetylcysteine (1% in drinking water). This treatment did not lead to improvement of the motor performance and health status of the mice. Microscopically, catalase levels were not reduced and 4-HNE was still detected in Purkinje cells of treated *Nestin-Pex5*^*−/−*^ mice. Thus, anti-oxidative treatment did not affect the phenotype of *Nestin-Pex5* knockout mice.

### No neuroinflammation in the gnpat knockout model

One of the major peroxisomal metabolic pathways is the synthesis of ether lipids, including plasmalogens which are very enriched in brain myelin. It was previously reported that cerebellar and neocortical dysmyelination occurs in juvenile *Gnpat* knockout mice, a model with selective ether lipid deficiency [9]. In order to examine the contribution of deficient ether lipid synthesis to the pathology of *Nestin-Pex5* knockout mice, the two models were directly compared. These two models show a similar premature death rate, with a critical period between P1 (postnatal day 1) and weaning when 30 – 50% of the knockouts die. However, *Gnpat* knockout mice can survive more than 20 months, whereas *Nestin-Pex5*^−/−^ mice always die before the age of 6 months. First we analyzed the levels of plasmalogens in the brains of both models at 3 weeks. Whereas plasmalogen levels are 15-fold lower in the *Nestin-Pex5* knockout brain in comparison to controls (0.6 nmol/mg tissue vs 9.8 nmol/mg) plasmalogen levels were even further reduced below the detection level (< 0.03 nmol/mg tissue) in *Gnpat*^−/−^ mice.

Next, immunhistochemical analyses were performed on brain sections of *Gnpat*^−/−^ mice at the age of 3 and 12 weeks and 5 months. At the age of 3 weeks, MBP staining is diminished in cerebellum, similar to the reduced staining in 3-week-old *Nestin-Pex5* knockouts. However, at 12 weeks and 5 months, myelin levels did not further decrease in *Gnpat*^−/−^ mice (Figure 9A–B). Subtle axonal loss was observed in this brain area at 3 weeks (Figure 9C) by SMI31 staining and occasionally at 12 weeks and 5 months (Figure 9E–F). As previously reported [9], axonal swellings were observed on Purkinje cell axons (Figure 9F, arrow and inset), the abundance of which strongly correlated with the ataxic behavior of *Gnpat*^−/−^ mice.

**Figure 9:**
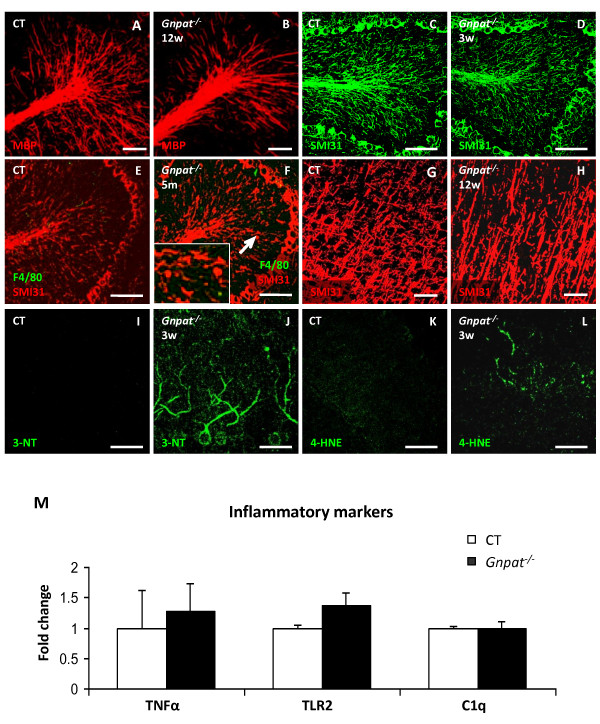
**Cerebellar and cortical dysmyelination in*Gnpat***^***−/− ***^**mice in the absence of microglia activation.** (**A-L**) Immunohistochemistry was performed to investigate myelin (MBP), axonal loss (SMI31), microgliosis (F4/80) and oxidative stress (4-HNE and 3-nitrotyrosine). *Gnpat*^−/−^ mice displayed a decreased amount of myelin in the cerebellar folia at three months (B), compared with the control littermates (A). Cortical demyelination was observed in a subset of three-month-old *Gnpat* knockout mice (G-H). Axonal loss was very mild at three weeks (C-D) and five months (E-F) and also a few axonal swellings were detectable with SMI31 (red) at five months (F, arrow and inset). Microgliosis (F4/80, green) was absent (F). 3-Nitrotyrosine (3-NT) and 4-HNE positive Purkinje cells were seen in three-week-old *Gnpat*^−/−^ mice (J, L), in comparison with the control mice (I, **K**). Scale bars: A-F and I-L: 100 μm; G-H: 50 μm. (**M**) Quantification of mRNA levels of the pro-inflammatory markers TNFα, TLR2 and C1q by qRT-PCR. Expression levels were not elevated in four- to five-month-old *Gnpat* knockout mice. Values represent means ± SEM of four independent samples. Expression levels were normalized to β-actin expression. 4-HNE, 4-hydroxynonenal; TLR2, toll-like receptor 2; SEM, standard error of the mean.

In the cortex, some *Gnpat* knockout mice (aged 3 weeks – 5 months) also displayed reduced MBP immunoreactivity (Figure 9G–H), which however never reached the level of cortical demyelination of 12-week-old *Nestin-Pex5*^*−/−*^ mice. In general, the lack of myelin and axonal loss in the *Gnpat*^−/−^ is clearly less drastic, compared to the *Nestin-Pex5*^*−/−*^ mice and restricted to the neocortex and cerebellum at all ages analyzed. Microgliosis was not observed in the knockout mice whereas a slightly increased number of astrocytes was noticed at 3 months in the white matter of the cerebellar folia and at 3 and 5 months in the brain stem (not shown). To investigate whether the innate immune system was activated, inflammatory markers were analyzed in the forebrain and brain stem of 4-month-old *Gnpat*^−/−^ mice, but, remarkably, pro-inflammatory cytokines were not induced (Figure 9M).

Markers of oxidative stress were investigated by immunohistochemistry. Similar to the *Nestin-Pex5*^*−/−*^ mice, an increased immunoreactivity for 3-nitrotyrosine (Figure 9I–J) and a slightly higher reactivity for 4-HNE was detected in Purkinje cells of 3-week-old *Gnpat*^*−/−*^ mice (Figure 10  K-L). At 12 weeks and 5 months, only a subset of knockout brains stained positive for 3-nitrotyrosine and 4-HNE in Purkinje cells. Higher protein levels of catalase were also detected in the *Gnpat* knockout, but this was only observed in the white matter and Bergmann glial cells of the cerebellum and not in the cerebrum. This is in contrast to *Nestin-Pex5*^*−/−*^ where higher catalase levels were seen throughout the brain [4]. Summarizing, despite a more severe deficiency of plasmalogens as compared to *Nestin-Pex5*^*−/−*^ mice, *Gnpat*^−/−^ mice do not develop an inflammatory phenotype, nor extensive demyelination and axonal loss.

### Inactivation of peroxisomes after development causes similar pathology as the nestin-Pex5^−/−^

To exclude that the brain phenotype of *Nestin-Pex5*^*−/−*^ mice is somehow a consequence of mild developmental delays [5], a mouse model was investigated in which CNS peroxisomes were inactivated at a later time point. To this end, CMV-Cre-ER^TM^ mice, in which the expression of Cre-recombinase fused to a mutated estrogen receptor ligand binding domain is driven by the ubiquitously active CMV promoter, were bred with *Pex5-loxP* mice. After administration of tamoxifen at the age of 4 weeks, the Cre recombinase fusion protein becomes activated causing *Pex5* recombination. As previously shown (paper submitted, supplemental Figure 3), wild type PEX5p was not completely lost in all tissues, but inactivation was particularly effective in brain (less than 20% wild type Pex5 mRNA). Based on the cytosolic pattern of catalase, predominantly astrocytes and oligodendrocytes and some microglia were devoid of functional peroxisomes, whereas most neurons still contained a peroxisomal catalase staining (Additional file 5: Figure S3, arrows).

These mice developed significant motor problems from the age of 5 months which gradually aggravated with age, leading to death from the age of 8 months. This is similar to *Nestin-Pex5*^*−/−*^ mice although with a later onset and a slower progression (Additional file 6: Figure S4A). Immunohistochemistry at 3, 5 and 8 months of age revealed that brain pathologies developed in the same sequence and in the same brain regions as in *Nestin-Pex5*^*−/−*^ mice but with later onset. Microgliosis was mildly present in a subset of knockouts at 3 months, mainly in the cerebellum and the brain stem (not shown). However, it became more pronounced at 5 and 8 months in those brain regions (cerebellum, Additional file 4: Figure S4Ba-c). Microgliosis coincided with demyelination (Additional file 4: Figure S4Ba-c) and axonal damage (Additional file 4: Figure S4 Bb), axonal loss (Additional file 4: Figure S4 Bd–e) and swellings (Additional file 4: Figure S4Bf, arrow), which is the most pronounced at 8 months of age in these areas. Demyelination was confirmed by the presence of deMBP in the cerebellar folia (not shown). As in the *Nestin-Pex5*^*−/−*^ mice the corpus callosum was affected later than other brain regions, displaying microgliosis between 5 and 8 months, but no demyelination or axonal damage (Additional file 4: Figure S4Bg–i).

Thus, loss of functional peroxisomes from brain at any age induces a neurodegenerative program accompanied with a strong inflammatory response.

## Discussion

Absence of functional peroxisomes in the postnatal mouse CNS causes a neurodegenerative phenotype that ultimately leads to extensive axon loss and early death. This closely mimics pathologies in mild peroxisome biogenesis disorders and the cerebral form of X-ALD. We here investigated the involvement of micro- and astroglia activation, metabolic factors and oxidative stress in the onset and progression of myelin and axon loss triggered by peroxisome inactivity.

In all demyelinating areas, increased numbers of microglia were present. Remarkably, in cerebellum and cortex microglia were never very abundant, whereas they were strongly represented in brain stem starting in the juvenile period and they massively invaded the demyelinating corpus callosum of 12-week-old mice. Also of note is that astroglial activation lagged behind microglia proliferation, as described before in other neurodegenerative diseases [28]. Many microglia displayed features of phagocytosing cells including a swollen appearance, sometimes containing MBP-positive myelin debris and surrounding a demyelinating fiber. This was also confirmed by increased transcripts for macrophage markers such as Mpeg1 and lysosomal enzymes.

According to recent insights, the number and shape of microglia does not predict the type of immunological reaction that is developing. Besides the classical pro-inflammatory microglia, macrophages occur that are involved in the resolution of inflammation which have been named “alternatively activated” or “deactivated” [29]. In all brain regions, markers of a pro-inflammatory response, such as TNFα, IL6 and IL1β were highly up regulated [30]. Although both markers of alternative microglial activation (Arginase 1, Fizz1) and of acquired deactivation (IL10, TGFβ) were up regulated in peroxisome deficient corpus callosum before the peak of microglial activation occurred, this could not halt the progression of inflammation.

It was remarkable that the induction of markers of the innate immune system occurred at a very early stage in the disease process, within 3 weeks after birth. Strikingly, it was recently reported that peroxisome deficiency in *Pex1* mutant Drosophila larvae also caused up regulation of genes involved in innate immunity, further supporting that peroxisome deficiency modulates immunological responses [31]. In addition, peroxisomes were shown to be involved in the generation of defense factors following a viral infection and thus participate in antiviral signaling [32]. The precise role of peroxisomes in shaping the innate immune responses will need to be further elucidated.

With regard to neuronal morphology, we did not find much evidence for cell death [4] but there was progressive axonal loss throughout the CNS which was already very obvious at the age of 12 weeks based on neurofilament staining with antibody SMI31. At this and earlier ages, axonal swellings (detected by staining with anti-APP) and damage (detected by staining unphosphorylated neurofilaments with SMI32) could be visualized, but these stainings strongly underestimated ongoing axonal degeneration. By EM analysis, some axonal irregularities were already observed at the age of 3 weeks, illustrating the very early onset of the degenerative phenotype. The progressive axonal loss coincided with severe and progressive motor and cognitive decline, which we reported before [4]. In this respect, it is interesting to mention that axonal injury is currently considered as the most important cause of clinical disabilities in MS [33,34].

With the exception of a variable onset of lesions in the cortex, the development of brain pathology was consistent from mouse to mouse. It was also recapitulated, but delayed in time, in mice in which peroxisomes were deleted from the CNS in the juvenile period after completion of myelination. This ruled out the possibility that the observed anomalies were a late consequence of peroxisome ablation during development. Our present findings that demyelination in cerebellum precedes white matter abnormalities in cerebrum is in striking agreement with reports in mildly affected peroxisome biogenesis patients [35,36] in which regressive changes predominate over developmental anomalies. By MRI analysis the first foci of white matter abnormalities were found in the central cerebellar area, additional lesions were often seen in the brain stem whereas the cerebral hemispheres were affected later. This distribution of white matter lesions is clearly different from the typical pattern in X-ALD in which the splenium of the corpus callosum is affected first. Remarkably, the leukoencephalopathy in PBD patients was not predictive for the clinical outcome [35] suggesting that additional pathology causes the psychomotor retardation. In addition, patients have been identified with milder *PEX* mutations, displaying normal mental capacities, but developing progressive ataxia, caused by cerebellar atrophy [36-38]. Why cerebellar neurons are selectively affected in these longer surviving patients is not clear.

A direct comparison of the lesions in *Nestin-Pex5*^*−/−*^ mice with those in *Gnpat*^−/−^ mice allowed to determine the contribution of hampered ether phospholipid synthesis to the observed pathologies. Ether phospholipids are quintessential products of peroxisomal metabolism that are very enriched in the CNS and myelin under the form of plasmalogens. *Gnpat*^−/−^ mice were previously shown to have myelin deficits in cerebellum and swellings on Purkinje cell axons [9]. Although the pattern of hypomyelination, axonal swellings and axonal loss was very similar in cerebellum of juvenile *Gnpat* and *Nestin-Pex5* knockout mice, with increasing age, *Gnpat*^−/−^ mice did not further lose myelin in cerebellum, nor in other brain areas. Also in rhizomelic chondrodysplasia punctata RCDP patients, abnormalities in white matter were reported which were however rather located in supratentorial areas [39]. In sharp contrast with *Nestin-Pex5* knockout mice no phagocytotic microglia nor reactive astrocytes were detected at the age of 6 months throughout the *Gnpat*^−/−^ brain which was further confirmed by the absence of pro-inflammatory markers. These findings are in accordance with the pathology observed in the *Pex7*^*−/−*^ mouse model for RCDP type 1. At the age of 9 – 11 months the latter mice do not display a reactive response of microglia [40] but they show mild astrocytosis. Likewise, in RCDP patients non-inflammatory dysmyelination and occasionally astrocytosis, but no inflammatory demyelination has been reported [41]. A mild degree of gliosis is observed in a case of *GNPAT* deficiency [42]. In view of the inflammatory demyelination in patients with peroxisomal β-oxidation deficiency [43], the latter metabolic defect is likely facilitating the inflammatory response in brain lacking peroxisomes. Extensive gliosis was indeed observed in *Mfp2* knockout mice although the pro- versus anti-inflammatory character was not investigated yet. A role for plasmalogen shortage as a factor synergizing with peroxisomal β-oxidation defects to induce inflammation can however not be excluded. Indeed, microglia activation was observed in the *Pex7:Abcd1* double knockout mouse model but not in the single knockouts [40].

An important question is whether the axon injury culminating in axonal loss is due to myelin abnormalities, to neuroinflammation, to other factors, or a combination of these. We can indeed exclude that this is the consequence of peroxisome deficiency within neurons, as we previously showed that neuron selective inactivation of *Pex5* did not cause a neurodegenerative phenotype [7]. Based on fluorescence microscopy, and particularly obvious in cerebellum, axonal swellings and degeneration mostly appear after demyelination, indicating that the lack of myelin evokes loss of the denuded axon. On the other hand, as previously reported and now confirmed at younger ages, ultrastructural analysis showed degenerating axons that were still surrounded by a full myelin sheath, indicating that alternative mechanisms may also be operating. The milder phenotype of *Gnpat* knockout mice, in which an inflammatory reaction is absent, strongly indicates that the early and severe activation of the innate immune system contributes to the neurodegenerative phenotype in *Nestin-Pex5*^*−/−*^ mice. The detrimental impact of neuroinflammation on axonal survival is well established. In MS patients, axonal loss is closely related to the degree of inflammation in the active lesions [34,44]. In addition, it should be kept in mind that peroxisomes play an essential role in oligodendrocytes, because the selective loss of functional peroxisomes from these cells also results in inflammatory demyelination [6]. In this respect the early expression of the complement component C1q on oligodendrocytes and neurons might be indicative of an endangered response which secondarily evokes inflammation. Indeed, although the complement system can be stimulated by both the innate and the adaptive immune system, it here seems to play a role in the early activation of innate immunity as the adaptive system is only involved much later with infiltrating T cells. Also in a mouse model for spinal cord injury, C1q is expressed on axons and oligodendrocytes [45]. In Alzheimer disease, C1q causes activation of C3d, and via the complement pathway it can activate microglia with a damaging effect on myelin and axons [46]. Although the relationship between peroxisomes and innate immunity needs further investigation, we speculate that metabolic abnormalities, likely related to peroxisomal β-oxidation defects, initiate an early activation of the innate immune system, which together with abnormalities in the formation and maintenance of myelin creates an environment which is detrimental for axons.

The absence of oxidative stress in young *Nestin-Pex5*^*−/−*^ mice is in contrast with recent findings in *Abcd1* knockout mice, a model for the AMN form of X-ALD. In these mice oxidative damage to proteins was detected in spinal cord but not in brain, preceding by several months axonal damage in spinal cord. The crucial role of this oxidative stress for the pathogenesis was further proven as anti-oxidative therapy could prevent the degenerative phenotype. Increased concentrations of the very long chain fatty acid, C_26:0_ is thought to be the metabolic factor initiating oxidative stress [47]. It remains unclear why this occurs in spinal cord and not in brain with *Abcd1* deficiency and likewise, why C_26:0_ accumulation in *Nestin-Pex5* knockout mice [4] does not trigger an oxidative stress response. In fact, in patients with *ABCD1* deficiency, lipid peroxidation in plasma was higher in the AMN phenotype than in cerebral ALD and in asymptomatic patients [48]. On the other hand, in PBD patients oxidative stress markers were not increased in plasma or urine [49]. Taken together, the causal relationship between oxidative stress and inflammatory demyelination is currently unclear and we have no evidence that degeneration in the peroxisome deficient brain is triggered or boosted by the development of oxidative stress.

## Conclusions

A lack of plasmalogens contributes to abnormalities in the formation and stability of myelin but not to the uncontrolled pro-inflammatory response in the brain of *Nestin-Pex5*^*−/−*^ mice. This neurotoxic environment leads to axonal damage and a chronic progression of neurodegeneration. It remains to be investigated whether the neurodegenerative phenotype can be halted by blocking the inflammatory response.

## **Abbreviations**

3-NT, 3-nitrotyrosine; 4-HNE, 4-hydroxynonenal; Abcd1, ATP-binding cassette, subfamily D, member 1; AMN, adrenomyeloneuropathy; APP, amyloid precursor protein; CNP, cyclic nucleotide phosphodiesterase; CNS, central nervous system; CMV, cytomegalovirus; Ccl, chemokine (C-C motif) ligand; Cxcl, chemokine (C-X-C motif) ligand; deMBP, degraded MBP; EM, electron microscopy; ER, estrogen receptor; FITC, fluorescein isothiocyanate; FIZZ, Found in inflammatory zone; GFAP, glial fibrillary acidic protein; Gnpat, glyceronephosphate O-acyltransferase; HRP, horseradish peroxidase; IgG, immunoglobulin G; IL, interleukin; K+, potassium; iNOS, inducible nitric oxide synthase; KEGG, Kyoto Encyclopedia of Genes and Genomes; Lamp, lysosome associated membrane protein; LRM, lipid raft microdomain; MAC-3, macrophage; MBP, myelin basic protein; Mfp-2, multifunctional protein 2; MnSOD, manganese superoxide dismutase; Mpeg, macrophage expressed gene; MS, multiple sclerosis; NADPH, nicotinamide adenine dinucleotide phosphate; PBD, peroxisome biogenesis disorder; Pex, peroxin; RCDP, rhizomelic chondrodysplasia punctata; SEM, standard error of the mean; SMI, Sternberger monoclonals inc; TBARS, thiobarbituric acid reactive substances; TGF, transforming growth factor; TLR, Toll like receptor; TNF, tumor necrosis factor; TSA, tyramide signal amplification; UDP, uridine diphosphate; X-ALD, X-linked adrenoleukodystrophy.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors’ contributions

AB and SV carried out the phenotyping of the mice, RD carried out the EM analysis, PPVV supervised the biochemical work, WJ generated the *Gnpat* knockout mice, AB and MB drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** Antibodies used for immunohistochemistry. Click here for file

Additional file 2 **Table S2.** List of primers and probes used for real-time PCR. Click here for file

Additional file 3 **Figure S1.** Demyelination in different brain areas visualized by deMBP. To visualize disintegration of myelin, immunohistochemistry was performed with an antibody recognizing degraded MBP (deMBP). DeMBP was present from 3 weeks on in the cerebellum of *Nestin-Pex5*^*-/-*^ mice (A–C) and also in the brain stem (D–F). In addition, deMBP was seen in the cortex, although only at 3 weeks (G) and virtually not at higher ages (H–I). The corpus callosum displays slight deMBP immunoreactivity at 6 weeks (J) and 9 weeks (K), but much more pronounced at 12 weeks (L). Scale bars: 100 μm. Click here for file

Additional file 4 **Figure S2.** Pathology in the cerebellar peduncles. (A–C) Triple immunolabeling of microglia (F4/80, green), degrading axons (SMI32, red) and myelin (MBP, blue) was performed on brain sections of 6- to 9-week-old *Nestin-Pex5*^*-/-*^ mice. At 6 and 9 weeks only sporadically a microglial cell (B, arrow) and a SMI32 positive axon was observed (C, arrows). MBP loss was not clearly seen at these ages with MBP. (D) 9-week-old *Nestin-Pex5*^*-/-*^ mice displayed deMBP immunoreactivity (green) in the cerebellar peduncles, indicating demyelination. In addition, damaged axons were observed in the same region with SMI32 (red, arrows). (E–F) The cerebellar peduncles of 12-week-old *Nestin-Pex5* mice were also examined by triple staining for microglia (F4/80, green) or activated microglial (MAC-3, green), axonal damage (SMI32, red) and myelin (MBP, blue). At 12 weeks microgliosis (E) and microglia activation (F) but also demyelination and axonal degeneration was more pronounced than at earlier ages. (G–H) SMI31 immunoreactivity was decreased in the knockout (H) compared with the control mice (G), which represents axonal loss. Scale bars: 100 μm. Click here for file

Additional file 5 **Figure S3.** Analysis of peroxisome inactivation in tamoxifen induced CMV-Tx-Pex5^-/-^ mice. Inactivation of PEX5p was investigated by the visualization of catalase on brain sections of *CMV-Tx-Pex5* mice. Under normal circumstances catalase colocalizes with peroxisomes, resulting in a punctuate staining pattern. PEX5p deficient cells are not able to import catalase, resulting in ectopic localization of catalase in the cytosol and consequently a green uniform staining of the cell. Astrocytes (GFAP, red) and oligodendrocytes (CC-1, red) display the cytosolic staining pattern of catalase (A and B, arrows) whereas neurons (MAP-2, red) still contain the punctuate pattern (C, arrows). In microglial cells (F4/80, red, arrows) neither a cytosolic nor a punctuate pattern can be recognized, probably due to low levels of catalase (D). Scale bars: A–B: 50 μm; C–D: 20 μm. Click here for file

Additional file 6 **Figure S4.** Brain pathology in mice with deletion of functional peroxisomes in adulthood. (A) Motor performance of CMV-Tx-Pex5^-/-^ mice was tested by the use of an accelerating rotarod. At 3 months motor performance of knockout mice was indistinguishable from the control littermates, but decreased significantly between 5 and 8 months. At least 4 animals were investigated per age and per genotype. ** p < 0.01, *** p < 0.001 (student’s *t*-test). (B) (a–c) Labeling of microglia (F4/80, green), degenerating axons (SMI32, red) and myelin (MBP, blue) on brain sections of *CMV-Tx-Pex5* mice. The cerebellum displayed mild demyelination at 5 and 8 months (a–c) and several SMI32 positive axons at 5 months (b). (d–f) Axonal loss was detectable as a decreased SMI31 immunoreactivity in 8-month-old *CMV-Tx-Pex5*^*-/-*^ compared to control mice. (f) Axonal swellings were also observed with SMI31 (f, arrow). (g–i) F4/80 (green), SMI32 (red) and MBP (blue) triple staining of corpus callosum. Microgliosis was detected in corpus callosum of 5- and 8-month-old knockout mice, but there was no evidence for demyelination nor axonal degeneration (g-i). Click here for file

# Supplementary material for: Peroxisome deficiency but not the defect in ether lipid synthesis causes activation of the innate immune system and axonal loss in the central nervous system
**Source:** J Neuroinflammation. 2012 Mar 29;9:61. doi: 10.1186/1742-2094-9-61
**Supplement:** Additional file 1 — Table S1. Antibodies used for immunohistochemistry.

Supplementary table 1: Antibodies used for immunohistochemistry.

| **Identity** | **Antibody** | **Antigen retrieval*** | **Dilution** | **Company** |
| --- | --- | --- | --- | --- |
| 3-nitrotyrosine | 3-NT | / | 1/100 | Millipore, Temecula, USA |
| 4-hydroxynonenal | 4-HNE | / | 1/500 | Merck, Darmstadt, Germany |
| Axonal swellings | APP | Trypsinization | 1/200 | Chemicon, Temecula, USA |
| Complement C1q | C1q | / | 1/500 | Abcam, Cambridge, UK |
| Paranodes | Caspr | / | 1/200 | Abcam, Cambridge, UK |
| Anti-oxidant | Catalase | Tryspinization | 1/100 | Rockland, Gilbertsville, USA |
| Oligodendrocytes | CC-1 | Microwave | 1/50 | Calbiochem, San Diego, USA |
| Myelin | CNP | / | 1/100 | Sternberger, Baltimore, USA |
| Degraded myelin | deMBP | Microwave | 1/1000 | Biognost, Heule, Belgium |
| Microglia | F4/80 | / | 1/500 | Serotec, Oxford, UK |
| Astrocytes | GFAP | Trypsinization | 1/200 | Sigma-Aldrich, Bornem, Belgium |
| Juxtaparanodes | K^+^ | Microwave | 1/100 | Alomone lab, Jerusalem, Israel |
| Activated microglia | MAC-3 | / | 1/100 | BD biosciences, Franklin Lakes, USA |
| Neuronal dendrites | MAP-2 | Tryspinization | 1/100 | Chemicon, Temecula, USA |
| Myelin | MBP | Microwave | 1/500 | Millipore, Temecula, USA |
| Phosphorylated neurofilament | SMI31 | Microwave | 1/500 | Sternberger, Baltimore, USA |
| Unphosphorylated neurofilament | SMI32 | Microwave | 1/2000 | Sternberger, Baltimore, USA |

* Trypsinization: incubation of slides for 30 seconds with 0.05% trypsin. Microwave: 1 minute maximum, 9 minutes middle power in citrate buffer (pH 6).

# Supplementary material for: Peroxisome deficiency but not the defect in ether lipid synthesis causes activation of the innate immune system and axonal loss in the central nervous system
**Source:** J Neuroinflammation. 2012 Mar 29;9:61. doi: 10.1186/1742-2094-9-61
**Supplement:** Additional file 2 — Table S2. List of primers and probes used for real-time PCR.

Supplementary Table 2: List of primers and probes used for real-time PCR

| **Gene** | **Oligonucleotides** |
| --- | --- |
| β-actin | For: AGAGGGAAATCGTGCGTGAC  Rev: CAATAGTGATGACCTGGCCGT  Probe: CACTGCCGCATCCTCTTCCTCCC |
| C1q | For : AAGGACTGAAGGGCGTGAAA  Rev : CACGTTGCCAAGCGTCATT  Probe : CAATATCAGGGACCAGCCCCGGC |
| TNFα | For : ATCCGCGACGTGGAACTG  Rev : ACCGCCTGGAGTTCTGGAA  Probe : CAGAAGAGGCACTCCCCCAAAAGATG |
| TLR2 | For : GCCCTTCTCCTGTTGATCTTGCT  Rev : CGCCCACATCATTCTCAGGTA  Probe : GTGCCCTGTGCCACCATTTCC |
| Cxcl-1 | For: TGCACCCAAACCGAAGTCA  Rev : GAGCTTCAGGGTCAAGGCAAG  Probe : AGCCACACTCAAGAATGGTCGCGA |
| Mpeg1 | For : ATGCCAAGTGTCCTACTGTGTCAA  Rev : CCTGGCTCATAAGAGGTGGTTT  Probe : CTGCTCCCTGTCAGGCTCCCACC |
| iNOS | For : TGGAGAGATTTGCATGACACTCTT  Rev : CCAAGCAAGACTTGGACTTGCA  Probe : CACCACAAGGCCACATCGGATTTCACT |
| Arginase 1 | For : AAAGGAAAGTTCCCAGATGTACCA  Rev : TACGTCTCGCAAGCCAATGTA  Probe : TGACTCCCTGCATATCTGCCAAAGACATC |

# Supplementary material for: Peroxisome deficiency but not the defect in ether lipid synthesis causes activation of the innate immune system and axonal loss in the central nervous system
**Source:** J Neuroinflammation. 2012 Mar 29;9:61. doi: 10.1186/1742-2094-9-61
**Supplement:** Additional file 3 — Figure S1. Demyelination in different brain areas visualized by deMBP. To visualize disintegration of myelin, immunohistochemistry was performed with an antibody recognizing degraded MBP (deMBP). DeMBP was present from 3 weeks on in the cerebellum of Nestin-Pex5-/- mice (A–C) and also in the brain stem (D–F). In addition, deMBP was seen in the cortex, although only at 3 weeks (G) and virtually not at higher ages (H–I). The corpus callosum displays slight deMBP immunoreactivity at 6 weeks (J) and 9 weeks (K), but much more pronounced at 12 weeks (L). Scale bars: 100 μm.

## Slide 1
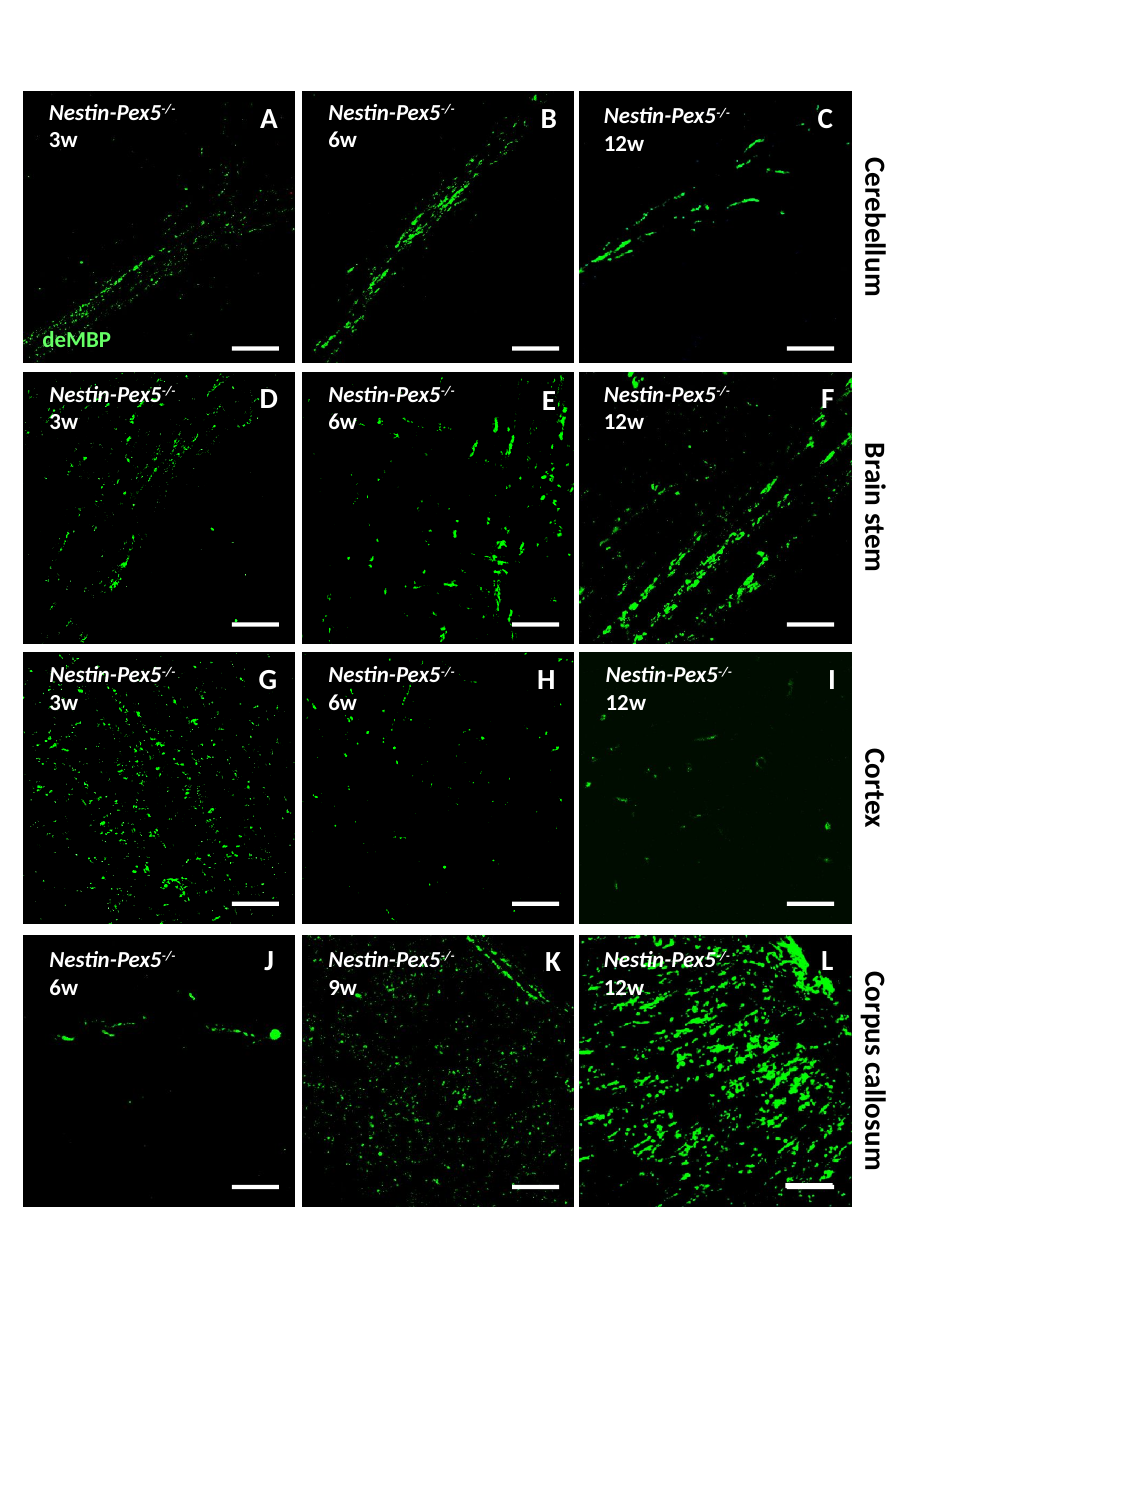

Nestin-Pex5-/-
3w
Nestin-Pex5-/-
6w
A
C
B
Nestin-Pex5-/-
12w
Cerebellum
deMBP
F
Nestin-Pex5-/-
3w
D
Nestin-Pex5-/-
6w
Nestin-Pex5-/-
12w
E
Brain stem
Nestin-Pex5-/-
3w
Nestin-Pex5-/-
6w
Nestin-Pex5-/-
12w
H
G
I
Cortex
J
L
K
Nestin-Pex5-/-
6w
Nestin-Pex5-/-
9w
Nestin-Pex5-/-
12w
Corpus callosum

# Supplementary material for: Peroxisome deficiency but not the defect in ether lipid synthesis causes activation of the innate immune system and axonal loss in the central nervous system
**Source:** J Neuroinflammation. 2012 Mar 29;9:61. doi: 10.1186/1742-2094-9-61
**Supplement:** Additional file 4 — Figure S2. Pathology in the cerebellar peduncles. (A–C) Triple immunolabeling of microglia (F4/80, green), degrading axons (SMI32, red) and myelin (MBP, blue) was performed on brain sections of 6- to 9-week-old Nestin-Pex5-/- mice. At 6 and 9 weeks only sporadically a microglial cell (B, arrow) and a SMI32 positive axon was observed (C, arrows). MBP loss was not clearly seen at these ages with MBP. (D) 9-week-old Nestin-Pex5-/- mice displayed deMBP immunoreactivity (green) in the cerebellar peduncles, indicating demyelination. In addition, damaged axons were observed in the same region with SMI32 (red, arrows). (E–F) The cerebellar peduncles of 12-week-old Nestin-Pex5 mice were also examined by triple staining for microglia (F4/80, green) or activated microglial (MAC-3, green), axonal damage (SMI32, red) and myelin (MBP, blue). At 12 weeks microgliosis (E) and microglia activation (F) but also demyelination and axonal degeneration was more pronounced than at earlier ages. (G–H) SMI31 immunoreactivity was decreased in the knockout (H) compared with the control mice (G), which represents axonal loss. Scale bars: 100 μm.

## Slide 1
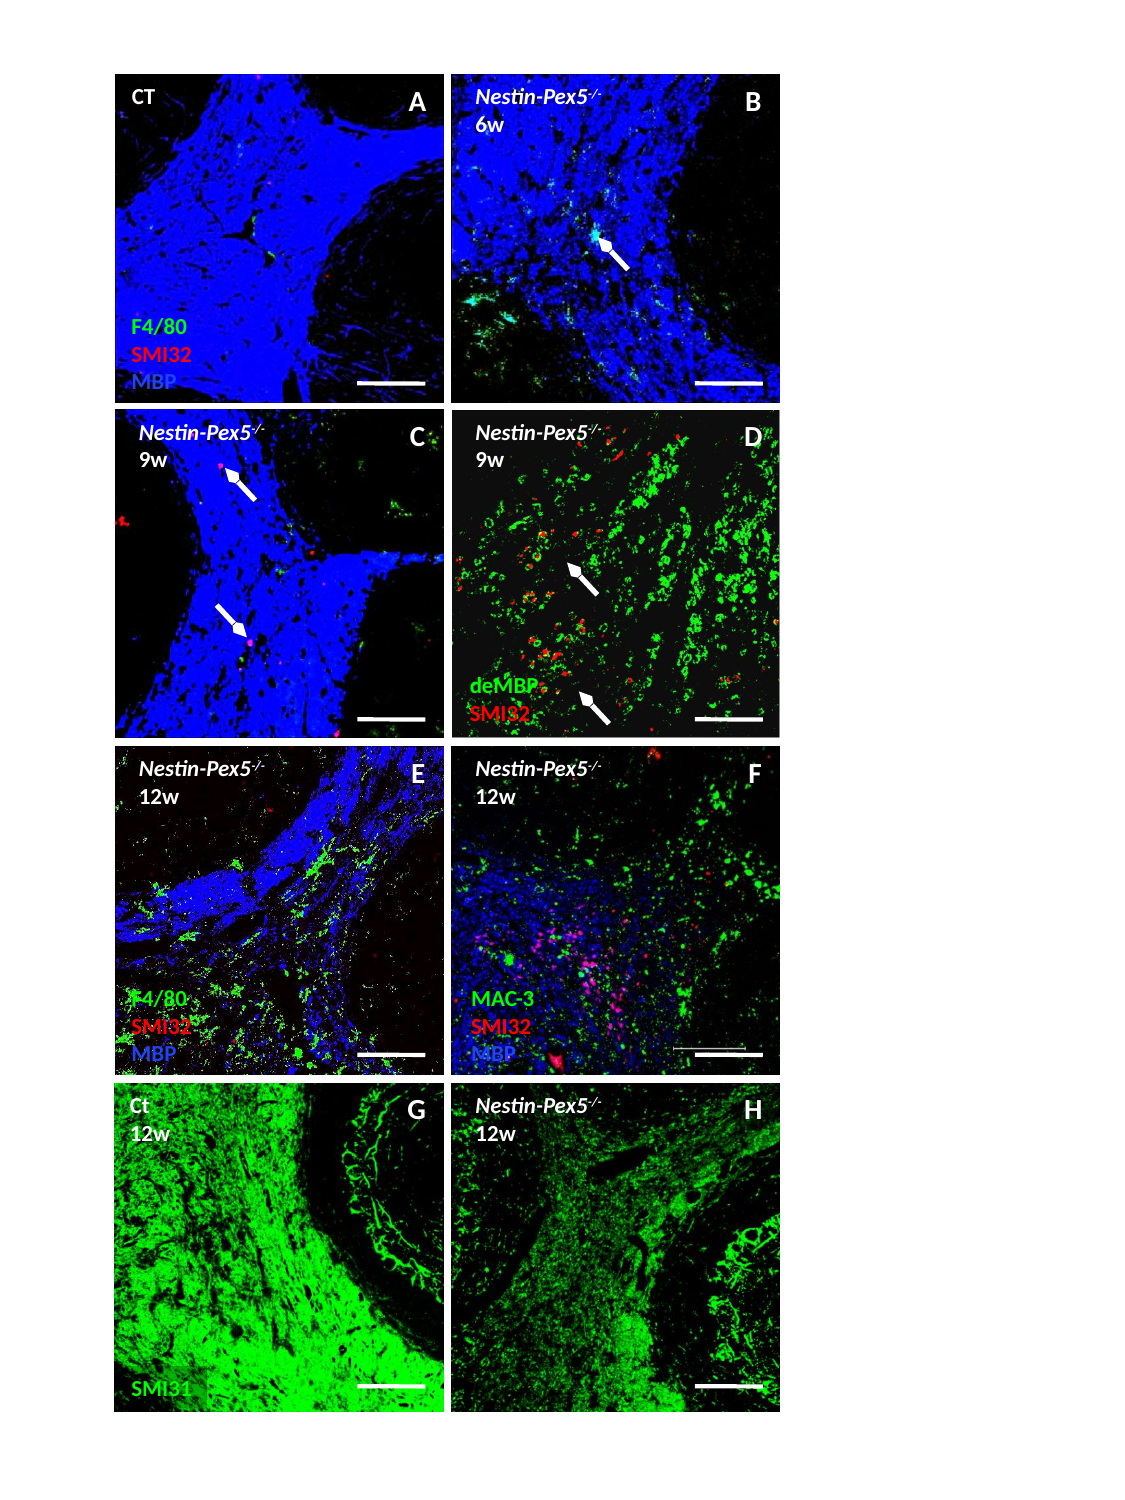

CT
A
Nestin-Pex5-/-
6w
B
F4/80
SMI32
MBP
20 µm
Nestin-Pex5-/-
9w
C
Nestin-Pex5-/-
9w
D
deMBP
SMI32
Nestin-Pex5-/-
12w
E
Nestin-Pex5-/-
12w
F
F4/80
SMI32
MBP
MAC-3
SMI32
MBP
Ct
12w
G
Nestin-Pex5-/-
12w
H
SMI31

# Supplementary material for: Peroxisome deficiency but not the defect in ether lipid synthesis causes activation of the innate immune system and axonal loss in the central nervous system
**Source:** J Neuroinflammation. 2012 Mar 29;9:61. doi: 10.1186/1742-2094-9-61
**Supplement:** Additional file 5 — Figure S3. Analysis of peroxisome inactivation in tamoxifen induced CMV-Tx-Pex5-/- mice. Inactivation of PEX5p was investigated by the visualization of catalase on brain sections of CMV-Tx-Pex5 mice. Under normal circumstances catalase colocalizes with peroxisomes, resulting in a punctuate staining pattern. PEX5p deficient cells are not able to import catalase, resulting in ectopic localization of catalase in the cytosol and consequently a green uniform staining of the cell. Astrocytes (GFAP, red) and oligodendrocytes (CC-1, red) display the cytosolic staining pattern of catalase (A and B, arrows) whereas neurons (MAP-2, red) still contain the punctuate pattern (C, arrows). In microglial cells (F4/80, red, arrows) neither a cytosolic nor a punctuate pattern can be recognized, probably due to low levels of catalase (D). Scale bars: A–B: 50 μm; C–D: 20 μm.

## Slide 1
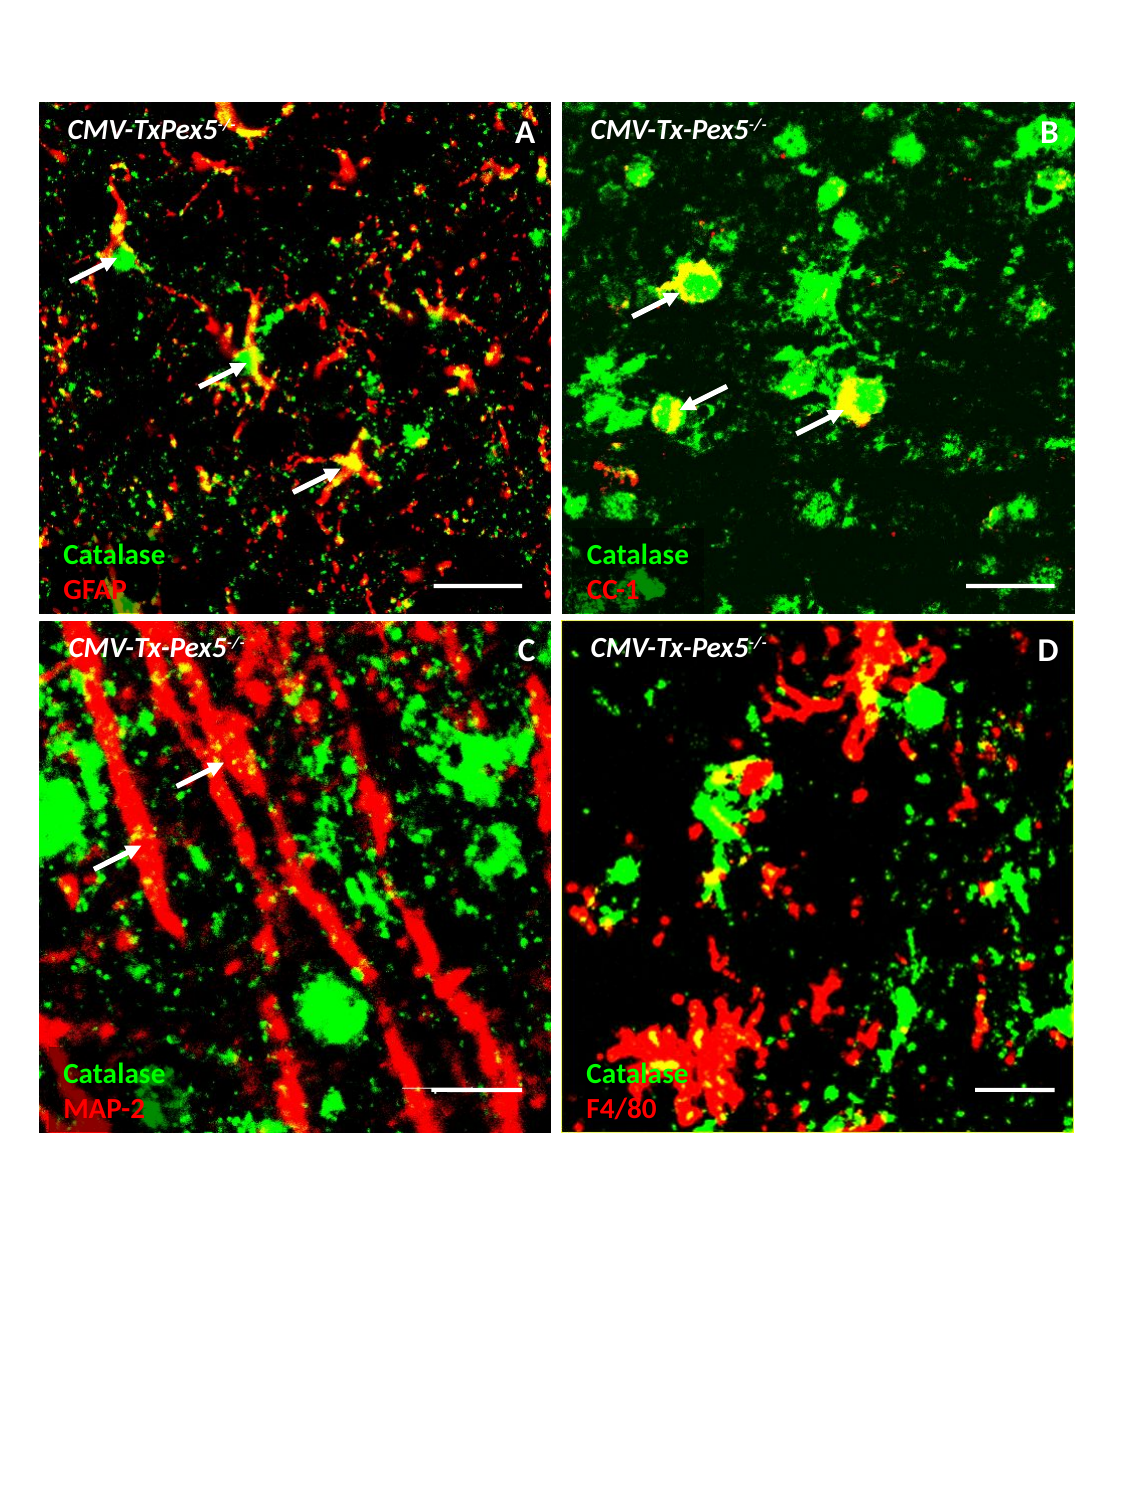

A
CMV-TxPex5-/-
A
CMV-Tx-Pex5-/-
B
Catalase
GFAP
Catalase
CC-1
CMV-Tx-Pex5-/-
C
CMV-Tx-Pex5-/-
D
C
D
Catalase
MAP-2
Catalase
F4/80

# Supplementary material for: Peroxisome deficiency but not the defect in ether lipid synthesis causes activation of the innate immune system and axonal loss in the central nervous system
**Source:** J Neuroinflammation. 2012 Mar 29;9:61. doi: 10.1186/1742-2094-9-61
**Supplement:** Additional file 6 — Figure S4. Brain pathology in mice with deletion of functional peroxisomes in adulthood. (A) Motor performance of CMV-Tx-Pex5-/- mice was tested by the use of an accelerating rotarod. At 3 months motor performance of knockout mice was indistinguishable from the control littermates, but decreased significantly between 5 and 8 months. At least 4 animals were investigated per age and per genotype. ** p < 0.01, *** p < 0.001 (student’s t-test). (B) (a–c) Labeling of microglia (F4/80, green), degenerating axons (SMI32, red) and myelin (MBP, blue) on brain sections of CMV-Tx-Pex5 mice. The cerebellum displayed mild demyelination at 5 and 8 months (a–c) and several SMI32 positive axons at 5 months (b). (d–f) Axonal loss was detectable as a decreased SMI31 immunoreactivity in 8-month-old CMV-Tx-Pex5-/- compared to control mice. (f) Axonal swellings were also observed with SMI31 (f, arrow). (g–i) F4/80 (green), SMI32 (red) and MBP (blue) triple staining of corpus callosum. Microgliosis was detected in corpus callosum of 5- and 8-month-old knockout mice, but there was no evidence for demyelination nor axonal degeneration (g-i).

## Slide 1
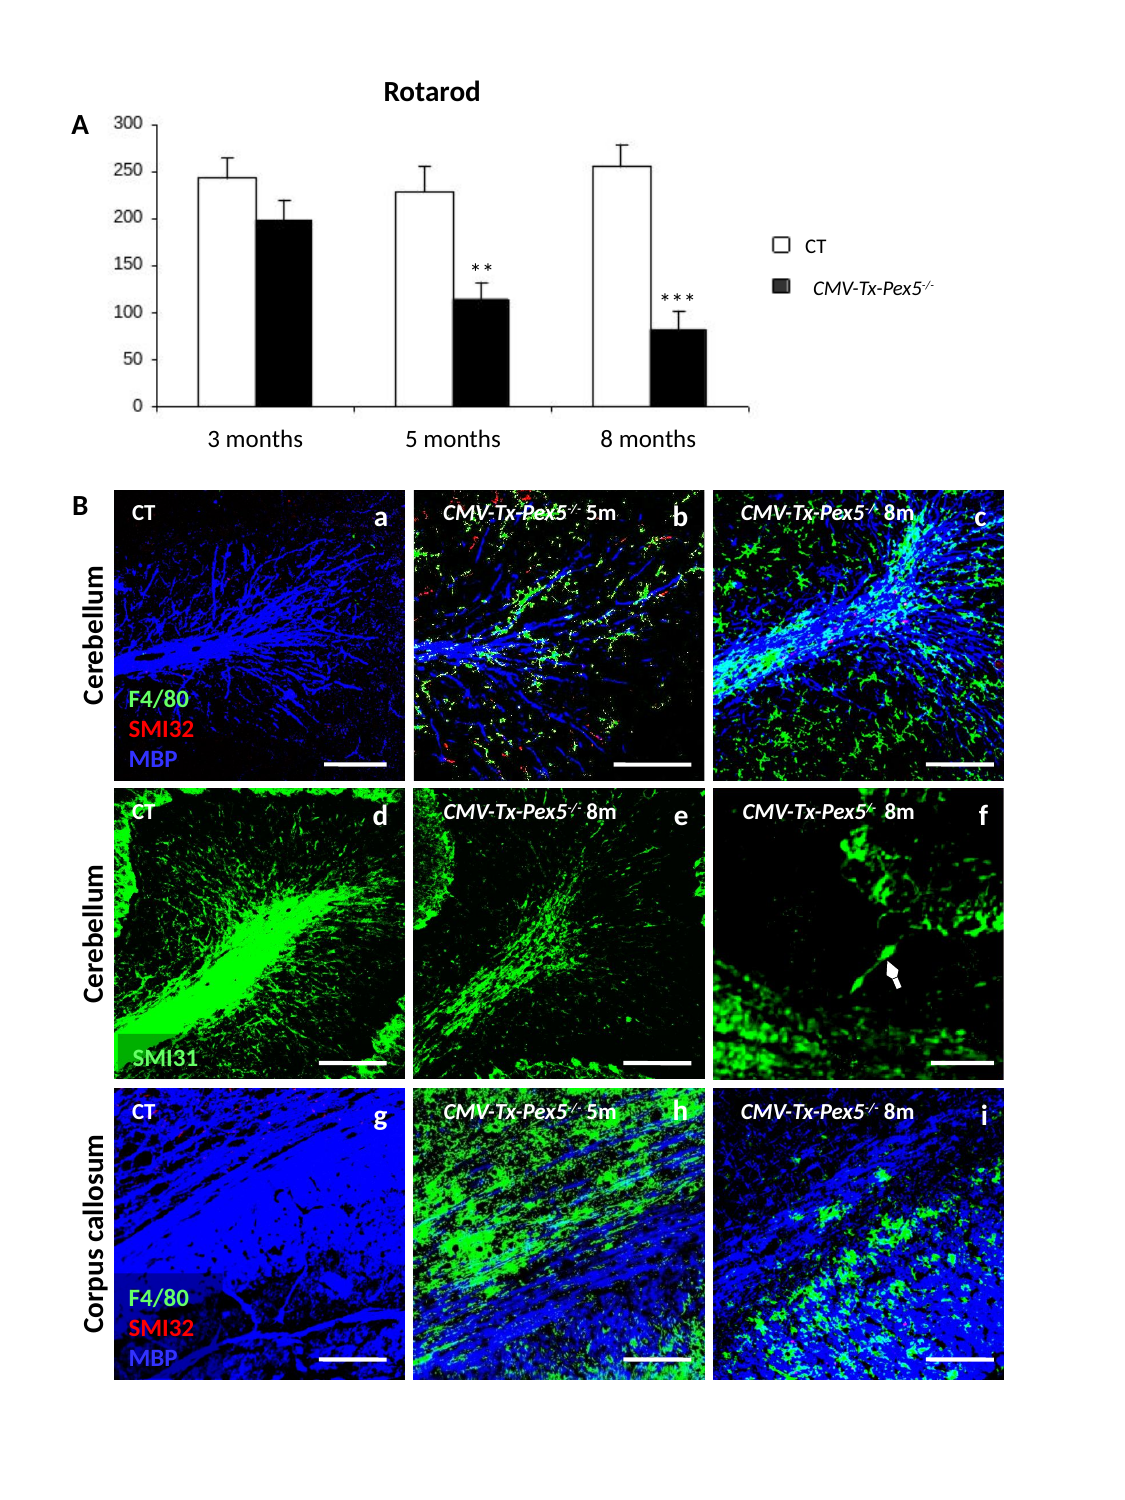

Rotarod
A
CT
**
**
CMV-Tx-Pex5-/-
***
***
3 months
5 months
8 months
B
CT
a
CMV-Tx-Pex5-/- 5m
b
CMV-Tx-Pex5-/- 8m
c
Cerebellum
F4/80
SMI32
MBP
CT
d
CMV-Tx-Pex5-/- 8m
e
CMV-Tx-Pex5/- 8m
f
Cerebellum
SMI31
h
CT
g
CMV-Tx-Pex5-/- 5m
CMV-Tx-Pex5-/- 8m
i
Corpus callosum
F4/80
SMI32
MBP

How the deposited data were processed for this re-analysis (not part of the article)

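Gene expression was measured in the hypothalamus of 4 wild type and 4 *Nestin-Pex5*-/- mice of 10 weeks, with 1 Affymetrix Mouse Genome 430 2.0 array per mouse. All 8 arrays were used, and no column of values was left unmapped. The log2 values were made by the authors with RMA before deposition, which corrects the background, quantile-normalizes the arrays and summarises the probes of a probe set. The labels name RMA without a version, and the paper's text gives the array analysis by reference to an earlier article, so the software, the probe set definition and any filter are not known. When sorted, the values of the 8 arrays differed from their mean by at most 0.12 on the log2 scale, as values normalized to 1 distribution do. No measure of signal over background for each probe set was used, so for dim probe sets the share of the value that is background is unknown. No RNA measurement other than these arrays was analysed here, which leaves out the qRT-PCR, the staining and the other brain regions and ages.

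Probe sets were paired with genes by the platform's annotation. Of these, 34958 are paired with 1 gene, 932 with several and 9211 with none. Only those paired with 1 gene were used, and 34754 of them had their symbol brought to the reference annotation of GRCm38 by gene identifier. Each gene was represented by the probe set with the highest mean over all arrays. Genes without such a probe set, C4b and peroxiredoxins 1 and 6 among them, are not among the genes counted here. Of the probe sets shared by several genes only that of C4a and C4b and those of Prdx1 and Gm21399 are given. No filter on level and no further normalization was applied, which left 18194 genes.

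The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit with genotype as the only term, then eBayes with default settings, two-sided). P-values were adjusted by the method of Benjamini and Hochberg over all genes, with a threshold of 0.05. For single genes, an exact two-sided permutation test of the difference in means ran over the 70 assignments of the arrays, and its smallest possible p is 0.029. Limma's camera compared each of 39 gene lists with all other genes at a preset inter-gene correlation of 0.01, adjusted over the 39 lists. Camera with an estimated correlation and fry, which tests whether a list's genes move one way without comparing them with other genes, were run beside it. The contrast between disease-associated and homeostatic microglia genes was taken as the difference of the mean log2 values of the lists in each array, compared by the exact permutation test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

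The lists behind a conclusion cover complement, cytokines and chemokines and their receptors, leukocyte transendothelial migration, antigen presentation by MHC class I and class II, toll-like receptor signalling, Fc and complement and other phagocytic receptors, the lysosome, anti-inflammatory and alternative activation, antioxidant enzymes, and NADPH oxidase and nitric oxide synthases. The other lists cover homeostatic microglia, disease-associated microglia, microglia and macrophage identity, reactive astrocytes, astrocyte identity, myelin and mature oligodendrocytes, oligodendrocyte precursors, neurons and axons, hypothalamic neuropeptides and regulators, thalamus, anterior pituitary, choroid plexus and ependyma, endothelium, T cells, B cells and plasma cells, neutrophils and monocytes, red blood cells, the interferon response, peroxisome biogenesis, peroxisomal beta- and alpha-oxidation, ether lipid synthesis, cholesterol synthesis, cholesterol efflux with LXR targets and lipid storage, PPAR targets and mitochondrial fatty acid oxidation, oxidative phosphorylation, the cell cycle, immediate early genes, and endoplasmic reticulum stress and heat shock. Members came from general knowledge of these pathways and cell types, and the study itself names some of them.

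Genes were named by a fixed rule. It takes every gene the paper names for the array and the genes of its stained or qRT-PCR markers. It adds the 10 largest rises and the 10 largest falls among genes past the threshold whose arrays do not overlap between the genotypes. From each list it takes up to 4 members past the threshold with the largest absolute log2 fold change, or, where none passed, up to 2 with the highest level. The fold changes of Table 1 had been read when the rule was written. Genes named outside it were members of a named list, chosen after their values were seen.

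The alternatives were to leave out probe sets below the median level, to average a gene's probe sets, to take the probe set with the smallest p, to leave out _s_at and _x_at probe sets, to scale the arrays to Actb, to scale them to a list of 10 reference genes of which 8 were measured, to quantile-normalize again, to run eBayes with trend and robust settings, to weight the arrays, to use Student's test in place of limma's, to lower the threshold to 0.01, to estimate the correlation in camera, to use fry, and to leave out each array in turn. Other splits of the 8 arrays into 4 and 4 were fitted in the same way, 35 in all with the real one.

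The comparison was tested on simulated data with the level and spread of these arrays, in which 200 genes were changed, 50 at each size. At an adjusted p under 0.05 limma recovered 62% of genes changed by 0.5 on the log2 scale, 94% of those changed by 1 and 100% of those changed by 2 or 3, with 11 false calls. So a change of 0.5 is missed in a good share of genes, and the number of arrays limits the precision.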

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

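In the tests reported in this part, the splits of the arrays and the test with striatal genes were set before their results were seen. The tests of microglia number, dim probe sets, other tissue, RNA degradation, array background and dilution of neuronal RNA, and the striatal test without each array, were chosen after the results they measure were seen. So was the choice of which other gene lists to report as changed (an adjusted p under 0.05 from camera and at least 1 in 4 of the measured members past the threshold).

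Several lists of genes that the paper does not discuss for this array passed camera at the preset correlation, and of those given here the interferon response (0.0668), reactive astrocytes (0.0594) and cholesterol efflux (0.169) no longer did with the correlation estimated from the data. Members were higher in 25 of 25 genes of microglia and macrophage identity, 29 of 41 of disease-associated microglia, 14 of 23 of homeostatic microglia, 34 of 51 of the interferon response, 21 of 35 of reactive astrocytes and 6 of 22 of cholesterol efflux, LXR targets and lipid storage. Of the 41 disease-associated genes 28 are also in other lists and the study names 6 of them for the array. Of the 25 identity genes 16 are in other lists and the study names 4.

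The genes of disease-associated microglia rose by a mean of 1.49 on the log2 scale and those of homeostatic microglia by 0.67, a difference of 0.83 (SD over arrays 0.074 in wild type and 0.079 in *Nestin-Pex5*-/- mice; exact permutation test, p = 0.029, the smallest possible). Compressed changes of dim probe sets do not remove it, since it was 0.70 with dim probe sets left out. Both lists hold genes that other brain cells also express, such as Cst3, Mef2c and Jun among the homeostatic and Fth1 and Timp2 among the disease-associated genes, and these rise less when microglia become more numerous. So the difference does not by itself mark the disease-associated state, and the list of microglia and macrophage identity rose by more than either, 2.29. If there were only more microglia with the same RNA per cell, genes restricted to microglia would rise alike. The 24 identity genes outside the homeostatic list rose by 2.33 and 10 homeostatic genes taken as restricted to microglia by 1.11, a difference of 1.22. The SD of this difference over arrays was 0.074 in wild type and 0.11 in *Nestin-Pex5*-/- mice. The 10 genes were picked out after their values were seen, but they rose by more than the whole homeostatic list. The largest rise among members of that list past the threshold, 1.74 in Olfml3, also lay below the mean of the identity genes. Of these 10 genes Cx3cr1 rose by 1.71, Tmem119 by 1.10 and P2ry12 by 0.45 (adjusted p = 0.0554 from limma). Against 11 such genes the disease-associated list rose by 0.36 more. So for the genes they cover, these values argue against more microglia with the same RNA per cell as the whole reason. More microglia as a part of it stays open. A change of state of resident microglia and the entry of blood-derived cells with another profile stay open too and were not tested.

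Over 382 groups of 4 arrays, 1 array lay far from the other 3 in 22, where chance gives about 1 in 20, or 19.1. So most of these may be chance. Wild type replicate 4 accounts for 9 of the 22, *Nestin-Pex5*-/- replicate 8 for 5, wild type replicate 3 for 4, *Nestin-Pex5*-/- replicate 7 for 3 and wild type replicate 2 for 1. The ratio of the gap to the range is given for each. The principal components set the first of these arrays apart as well, and its choroid plexus value of -0.96 is taken up next.

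In wild type replicate 4 the mean was highest of its genotype for MHC class II presentation (ratio 0.861), anti-inflammatory genes (0.860) and oligodendrocyte precursors (0.856) and lowest for immediate early genes (0.843). Among single genes this array was highest in Icam1 (0.898), Aqp4 (0.938) and Bpgm (0.878) and lowest in Map2 (0.877) and Mcm7 (0.849). *Nestin-Pex5*-/- replicate 8 was highest in Cd52 (0.875) and Rac2 (0.881) and lowest in Cxcl1 (0.834), H2-Ob (0.855) and the mean of the T cell genes (0.932). Wild type replicate 3 was highest in Etnppl (0.855) and lowest in Sox9 (0.883), Rarres2 (0.948) and Edem1 (0.850). *Nestin-Pex5*-/- replicate 7 was lowest in Mpeg1 (0.846) and highest in Sox1 (0.942) and Nkx2-1 (0.878). Wild type replicate 2 was lowest in C1qb (0.941).

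Wild type replicate 4 stood apart from the other wild type arrays. The mean of the 18 genes of choroid plexus and ependyma was lower in it by 4.74 SD of the others (-0.96 on the log2 scale). Ttr, the most abundant of them, was at 10.51 against 14.47 to 14.59 in the other wild type arrays, while the ependymal Foxj1 was at 7.20 against 6.94 to 7.32. Its myelin genes were higher by 0.59 and its immediate early genes lower by -0.69. Other regional genes differed too. The thalamic genes were higher by 0.39 (2.78 SD) and the pituitary genes by 0.32 (3.03 SD), and 7 cerebral cortex genes, chosen after the data were seen, were lower by -0.83 (4.71 SD). These values are consistent with a piece of tissue dissected with other borders, with less choroid plexus as a part of this, a hypothesis found on the same data. Degraded RNA is argued against by the difference between the 3' and 5' probe sets of Actb, 0.64 in this array and 0.57 to 0.66 in the other 7. Genes under the median level were higher by 0.15 in this array and genes over it by 0.049, which goes with a raised background. The choroid plexus genes fell by more than the standard error of their members, 0.28. Such a fall cannot show whether the background of the array was raised too, so a raised background stays open. An exchange with a *Nestin-Pex5*-/- mouse is argued against by the identity genes of microglia, whose *Nestin-Pex5*-/- mean lay 2.15 above this array. No biological explanation was tested, since all wild type mice share 1 condition in the design.

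The 10 largest falls among genes past the threshold whose arrays did not overlap between the genotypes, from Etnppl to Tmem158, had a median log2 fold change of -0.85 (SD over the genes 0.28). Several of them (Sp8, Dlx5, Dlx1as) are expressed in the striatum and neighbouring forebrain, and the mean of 9 striatal genes, chosen after the data were seen, was lower by -0.99 in *Nestin-Pex5*-/- mice (exact permutation test, p = 0.0571). Much of this lay in wild type replicate 3, at 10.56 against 8.64 to 9.34 in the other wild type arrays, and without it the mean was lower by -0.61. With this mean as a covariate the median of the falls was -0.80 (SD 0.31), and with all arrays the interval over the 10 genes left out the bound set for the test. That spread is over genes picked as the largest falls and not over mice. So the test does not decide whether less striatal tissue is the whole reason. Its result also rests on wild type replicate 3, since without it the median was -0.62 (SD 0.43) and the interval no longer left out the bound, while without any other array it did. The covariate used up a degree of freedom and raised the standard error of every gene but Tmem158 (0.16 to 0.13), and the calls for all but Gm11627, Apln and Sox1 ended, though all 10 genes kept an unadjusted p under 0.05. The call of Tmem158 ended with its log2 fold change, which went from -0.68 to -0.31, and Dlx5 went from -0.81 to -0.55, so for these a part may come from the dissection. Dilution of neuronal RNA by glial RNA is argued against by the list of neurons and axons, whose median was -0.037 (SD over members 0.21). The effect of the genotype on these genes stays open.

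Whether any grouping of the mice gives such counts was examined by splitting the 8 arrays into 4 and 4 in the 35 possible ways. The counts were 868 genes that changed, 724 that rose, 144 that fell and 213 changed at least 2-fold. The real split was the only 1 of 35 to give as many, the smallest share possible, and the highest other count was 0. Splits that mix the genotypes carry the genotype difference within their groups, which lowers their counts. So the 0 does not measure how large a count chance gives, and no conclusion about chance is drawn from these counts. The number of gene lists called by camera cannot decide about chance either. Splits that exchange 1 array keep a part of the genotype difference between their groups, so their counts do not show what chance gives. Splits with 2 arrays of each genotype in a group called 0 to 11 lists. The real split called 26 lists, and the split that exchanges wild type replicate 4 for *Nestin-Pex5*-/- replicate 7 called 27, so 2 splits called as many. The splits that exchange wild type replicate 4 for another *Nestin-Pex5*-/- array called 24 or 25, which points to a structure of the samples that follows wild type replicate 4. List by list, the real split had the smallest camera p of the 35 for 15 of 39 lists, among them 8 of the 11 behind a conclusion, the exceptions being complement, anti-inflammatory and alternative activation, and antioxidant enzymes.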

How the results depend on the processing

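All of the alternatives reported here were set beforehand. No gene called in both was called in the opposite direction under any of them. The counts of higher genes were 724 as reported and 488 to 897 over the alternatives that keep all arrays and the threshold of 0.05, apart from array weights (1351), and 497 of the 501 genes higher after scaling to Actb were among the 724. The genes changed at least 2-fold numbered 145 to 257 around the reported 213, Pex5 was called in none of them, and the difference between disease-associated and homeostatic microglia genes lay between 0.70 and 0.86 in each setting in which it was computed. It was not run for the settings that change the test or its variance, and camera was not run with Student's t-test. The cause of the changes below was not tested unless it is named.

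A threshold of 0.01 gave 467 genes higher and 20 lower, by construction. Array weights gave 1351 higher and 699 lower, and in the lists 11 complement genes and 26 transendothelial genes higher, with 2 Fc and phagocytic receptors, 1 lysosomal gene and 3 antioxidant genes lower; camera gave 0.0615 for thalamus, 0.0195 for cholesterol synthesis and 0.00312 for the cell cycle. The probe set with the smallest p gave 254 genes lower, 2 Fc and phagocytic receptors and 1 antioxidant gene lower, and camera values of 0.150 for B cells, 0.0698 for peroxisomal oxidation and 0.0128 for the cell cycle. This setting picks the most changed of several probe sets.

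Scaling to Actb moved the median log2 fold change of all genes from -0.033 to -0.16, because Actb itself was 0.13 higher in *Nestin-Pex5*-/- mice. It gave 501 genes higher and 659 lower, all 144 lower genes among them. It called 2 cytokines, 1 transendothelial gene, 3 Fc and phagocytic receptors and 2 antioxidant genes lower, and camera gave 0.118 for choroid plexus and ependyma, 0.138 for peroxisomal oxidation and 0.102 for immediate early genes. Scaling to the 10 reference genes left B cells at 0.0582.

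Student's t-test called 72 genes lower, no complement gene and no NADPH oxidase or nitric oxide synthase gene lower (0 in both), 3 MHC class II genes and 3 anti-inflammatory genes higher and 1 antioxidant gene lower. The mean of a gene's probe sets called 0 complement genes and 0 NADPH oxidase or nitric oxide synthase genes lower and 1 Fc or phagocytic receptor lower, with camera at 0.216 for B cells, 0.0790 for peroxisomal oxidation and 0.0264 for the cell cycle. With dim probe sets left out, which tests fewer genes, 3 MHC class II genes, 4 anti-inflammatory genes and 3 NADPH oxidase genes were higher, and 1 Fc or phagocytic receptor and 1 antioxidant gene were lower. Camera then gave 0.0889 for thalamus, 0.0729 for endoplasmic reticulum stress and 0.0456, now upward, for neutrophils and monocytes. Quantile normalization again gave 1 antioxidant gene lower, 0.0596 for peroxisomal oxidation and 0.0188 for the cell cycle. With trend and robust settings 2 antioxidant genes were lower and B cells stood at 0.0504.

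With the correlation estimated from the data camera called 5 lists. The lists that no longer passed had adjusted p-values of 0.267 for complement, 0.0687 for cytokines, 0.0830 for transendothelial migration, 0.0668 for MHC class I, 0.169 for MHC class II, 0.0830 for the lysosome, 0.252 for anti-inflammatory genes, 0.125 for NADPH oxidase and nitric oxide synthases, 0.0594 for reactive astrocytes, 0.0668 for the interferon response, 0.391 for myelin, 0.161 for oligodendrocyte precursors, 0.191 for hypothalamic neuropeptides, 0.571 for thalamus, 0.433 for choroid plexus and ependyma, 0.544 for B cells, 0.571 for peroxisomal oxidation, 0.169 for cholesterol efflux, 0.266 for PPAR targets, 0.433 for immediate early genes and 0.424 for endoplasmic reticulum stress. Fry gave 0.151 for myelin, 0.479 for thalamus, 0.333 for choroid plexus and ependyma, 0.151 for B cells, 0.427 for peroxisomal oxidation, 0.0619 for PPAR targets, 0.218 for immediate early genes and 0.116 for endoplasmic reticulum stress.

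Leaving out 1 array in turn gave 543 to 1080 genes higher and 46 to 331 lower, with the most of both without wild type replicate 4. The lower genes numbered 68 without wild type replicate 1 or 2, 60, 50 and 46 without *Nestin-Pex5*-/- replicate 8, 9 and 10. Fewer arrays test with less power, so the higher counts without wild type replicate 4 have another reason. Members ranged from 5 to 8 higher and 0 to 1 lower for complement, 0 to 2 lower for Fc and phagocytic receptors, 2 to 5 higher for antioxidant enzymes and 0 to 1 lower for NADPH oxidase and nitric oxide synthases. Camera ranged from 0.00171 to 0.219 for thalamus, 2.6e-07 to 0.107 for choroid plexus and ependyma, 0.0104 to 0.168 for B cells, 0.00835 to 0.133 for peroxisomal oxidation, 9.0e-04 to 0.799 for cholesterol synthesis, 0.0107 to 0.325 for the cell cycle and 1.1e-07 to 0.105 for immediate early genes. The choroid plexus list lost its call without wild type replicate 1, and the cholesterol synthesis list gained one without wild type replicate 4.

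The calls of 149 named genes were compared over these settings, and 142 comparisons lost a call, 21 gained one and 2482 kept both direction and side of the threshold. Laptm5 alone reversed, with a log2 fold change of -0.040 (adjusted p = 0.839) when _s_at and _x_at probe sets were left out, since another of its 5 probe sets was then read. No measure of signal over background was used, so how far background compresses the changes of dim probe sets is not known.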

Differences from the paper's values

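Of the 33 genes whose fold change the paper gives and that could be measured, 23 lay within 1% of the paper's fold on the probe set used here, and 30 on the gene's probe set nearest to the paper's fold, all but H2-K1, H2-D1 and Ctse. That probe set was picked by the paper's value, after the values were seen. On the probe set used here 3 differed by more than 1.5 times and by more than the spread between replicates. All are folds of *Nestin-Pex5*-/- over wild type hypothalamus. For C3ar1 the paper's fold is 11.28 and the fold here was 5.61. Of the alternatives set before the data were examined, taking the probe set with the smallest p gave a fold of 11.3, within the paper's value, and under every other alternative, those that left out 1 array included, the fold differed from the paper's.

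For Fcgr2b the paper's fold is 6.21 and the fold here was 1.37. The probe set with the smallest p gave 6.21, and every other alternative differed from the paper's fold. The gene passed the threshold in limma with that probe set, with the mean of its probe sets (adjusted p = 1.8e-05), with eBayes run with trend and robust settings (adjusted p = 0.0493) and with array weights (adjusted p = 0.00719). Over these and the other alternatives its adjusted p ranged from 9.2e-07 to 0.201.

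For H2-K1 the paper's fold is 5.57 and the fold here was 2.66. No alternative reached the paper's fold. With _s_at and _x_at probe sets left out no value could be had. In Table 1 the paper's folds of H2-K1, H2-D1 and Ctse (5.57, 3.56 and 1.52) are the same numbers as its folds of Itgb2, Itgam and Vcam1. For Itgb2, Itgam and Vcam1 the folds here were 5.57, 3.56 and 1.52, and for H2-D1 and Ctse 2.50 and 1.21.

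Ctse, Cat and Fcgr2b, which the paper marks as significant, did not pass the adjusted threshold here. Table 1 gives Cat the star of its limit of 0.05 and Ctse and Fcgr2b those of its stricter limit of 0.001, and whether the paper adjusted for the number of genes is not known. Unadjusted, p from limma was 0.0340 for Cat, under the limit of its star, 0.0274 for Ctse and 0.00440 for Fcgr2b. For Ctse the adjusted p was 0.221 from limma, and it passed with the mean of its probe sets (1.8e-04), with the probe set with the smallest p (2.3e-05) and without _s_at and _x_at probe sets (3.6e-05). For Cat the adjusted p was 0.247, and it passed with array weights (0.00791) and without wild type replicate 4 (0.0136). Of the 28 genes the paper marks that could be measured, 25 passed.

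The paper states that mRNA of NADPH oxidase did not change in the array. Here Cybb, Cyba, Ncf1 and Ncf4 rose 4.42-fold, 3.30-fold, 2.72-fold and 3.97-fold, while Nox4 was at 1.02-fold (adjusted p = 0.929 from limma). For iNOS, which the paper states did not rise, Nos2 was at 0.952-fold here (adjusted p = 0.803). The paper states that among anti-inflammatory markers TGFβ and Heme oxygenase-1 alone rose in the array. Here 7 of 30 genes of the anti-inflammatory list passed, Tgfb1 and Hmox1 the most of them, and Il10ra (1.86-fold) and Socs3 (1.69-fold) next. With dim probe sets left out 4 passed. Student's t-test called 3, and not Il10ra (adjusted p = 0.0940), Socs3 (0.0530), Stat6 (0.0559) or Il10rb (0.0984). Of the paper's own markers Il4, Il10 and Il13 did not pass here either.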

Other observations

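After the lists of microglia identity and disease-associated microglia, the list with the smallest p from camera in *Nestin-Pex5*-/- hypothalamus was that of interferon-induced genes, of which 34 of 51 passed in limma (median log2 fold change 0.84; adjusted p = 0.0668 with the correlation estimated from the data). Cxcl10, Usp18, Ifi27l2a and Gbp2 rose 6.39-fold, 3.71-fold, 3.22-fold and 2.89-fold (adjusted p = 2.5e-05 to 0.00928 from limma), with no member lower even at an unadjusted p under 0.05, where 42 were higher. Reactive astrocytes showed in Gfap (6.76-fold), Timp1 (5.77-fold) and Serpina3n (5.38-fold). Of the 35 reactive astrocyte genes 21 were higher and 1, Fbln5, was lower at 0.681-fold (adjusted p = 0.0502 with the mean of its probe sets; median log2 fold change 0.82 over the list, adjusted p = 3.7e-22 from camera, 0.0594 with the estimated correlation). Astrocyte identity genes went both ways, with Aqp4 (2.15-fold), Sox9 (1.41-fold) and Bmpr1b (1.39-fold) higher and Gpc5, Slc7a10 and Cbs at 0.681-fold, 0.784-fold and 0.764-fold, and the list of 24 did not pass (median 0.026, adjusted p = 0.300). After scaling to Actb the calls of Sox9 (adjusted p = 0.0639) and Bmpr1b (0.0697) were lost, and that of Sox9 also without *Nestin-Pex5*-/- replicate 8 or 10 (0.0538 and 0.0514). Slc7a10 lost its call without any 1 array other than *Nestin-Pex5*-/- replicate 7 (0.0569 to 0.132), and Cbs without wild type replicate 1 or 3 (0.0534 and 0.0506). Student's t-test called none of Sox9, Slc7a10 and Cbs. Homeostatic microglia genes were higher in 14 of 23 (median 0.64, adjusted p = 5.6e-18), led by Olfml3 at 3.34-fold.

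Ch25h, which makes 25-hydroxycholesterol, rose 6.84-fold (log2 fold change 2.77, standard error 0.14, adjusted p = 2.2e-06 from limma). Of 22 genes of cholesterol efflux, LXR targets and lipid storage 6 were higher, among them Npc2 (1.69-fold), Abca1 (1.53-fold) and Apoe (1.38-fold), and Fasn was lower at 0.775-fold (median 0.17, adjusted p = 1.2e-04 from camera, 0.169 with the estimated correlation). The call of Apoe was lost after scaling to Actb (0.0532) and that of Fasn in Student's t-test and without wild type replicate 1 or 2 or *Nestin-Pex5*-/- replicate 8, 9 or 10 (0.0792 to 0.0965). Of the 35 splits of the arrays 2 gave this list a p as small, the genotypes included. None of 21 genes of cholesterol synthesis passed in limma (2 higher and 1 lower at an unadjusted p under 0.05; median 0.067, adjusted p = 0.119 from camera). Of 24 PPAR targets and genes of mitochondrial fatty acid oxidation Fabp7 (1.78-fold), Angptl4 (1.74-fold) and Acadl (1.24-fold) were higher (median 0.062, adjusted p = 0.00299, 0.266 with the estimated correlation). Angptl4 did not pass without _s_at and _x_at probe sets (log2 fold change 0.038, adjusted p = 0.808) or in Student's t-test (0.0687). Acadl did not pass with the mean of its probe sets (0.146), after scaling to Actb (0.137) or without wild type replicate 2 or *Nestin-Pex5*-/- replicate 8 (both 0.0534).

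Among the peroxisomal genes few changed. None of 20 genes of peroxisome biogenesis passed in limma (2 higher and 2 lower at an unadjusted p under 0.05; median -0.021, adjusted p = 0.982 from camera), and none of 27 genes of peroxisomal beta- and alpha-oxidation (6 higher and 0 lower at an unadjusted p under 0.05; median 0.029, adjusted p = 0.0425, 0.571 with the estimated correlation). Of 12 genes in the list named ether lipid synthesis Tmem86a was higher at 1.41-fold, but not after scaling to Actb (adjusted p = 0.0655) or in Student's t-test (0.0644). Being in this list does not show that its product makes ether lipids, and no rise of ether lipid synthesis is concluded. The median of the list was 0.039 (adjusted p = 0.139). Gnpat was at 1.05-fold and Hsd17b4 at 1.10-fold (adjusted p = 0.557 and 0.276 from limma).

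Genes of myelin and mature oligodendrocytes passed as a list (median log2 fold change 0.38 over 36 genes, adjusted p = 5.8e-10 from camera), but not with the estimated correlation (0.391) or in fry (0.151), and 8 of the 35 splits of the arrays, the genotypes included, gave it a p as small. In limma only Klk6 (2.47-fold) and Bcas1 (1.44-fold) passed singly over all genes. When adjusted over the list alone 13 were higher and 1 lower, and at an unadjusted p under 0.05 20 and 2. Klk6 lost its call without any 1 array other than wild type replicate 4 or *Nestin-Pex5*-/- replicate 7 (adjusted p = 0.0881 to 0.116), and Bcas1 without wild type replicate 1 or *Nestin-Pex5*-/- replicate 8, 9 or 10 (0.0729 to 0.0793), with the mean of its probe sets (0.119) and after scaling to Actb (0.0614). Student's t-test called neither, nor did trend and robust settings call Klk6 (0.0894). Mbp was at 1.10-fold and Cnp at 1.37-fold (adjusted p = 0.267 and 0.0990 from limma). Cnp passed without wild type replicate 4 (0.00465), with array weights (0.00276) and with the probe set with the smallest p (0.0489). Mbp passed with array weights (0.0371). Wild type replicate 4 lay 0.59 above the other wild type arrays in this list, 4.84 SD of these. Of 14 genes of oligodendrocyte precursors Gpr17 (1.92-fold) and Matn4 (1.55-fold) were higher (median 0.16, adjusted p = 4.6e-05 from camera, 0.161 with the estimated correlation). Gpr17 lost its call without wild type replicate 1, 2 or 3 or *Nestin-Pex5*-/- replicate 9 or 10 (0.0637 to 0.0766), Matn4 without wild type replicate 2 or *Nestin-Pex5*-/- replicate 9 or 10 (0.0572 to 0.0586), and both in Student's t-test. Of 40 genes of neurons and axons Nfasc was higher at 1.61-fold and Slc32a1 lower at 0.694-fold (median -0.037, adjusted p = 0.271). With the mean of its probe sets the log2 fold change of Slc32a1 was -0.16 (adjusted p = 0.257), and its call was also lost in Student's t-test (0.0844) and without wild type replicate 1 or *Nestin-Pex5*-/- replicate 8 or 9 (0.0500 to 0.0553). Nefh, Nefm, App, Map2, Cntnap1, Kcna1 and Kcna2 did not pass. Nefh was higher without wild type replicate 4 (adjusted p = 0.0433) and with array weights (0.0228). Map2 was lower with the probe set with the smallest p (log2 fold change -0.25, adjusted p = 0.0421). Of 40 hypothalamic neuropeptides and regulators Nkx2-1 was lower at 0.804-fold (median -0.19, adjusted p = 3.3e-04, 0.191 with the estimated correlation, with a p as small in 4 of 35 splits). Among 25 immediate early genes Klf2 was lower at 0.725-fold (median -0.23, adjusted p = 0.00834, 0.433 with the estimated correlation, with a p as small in 16 of 35 splits), with wild type replicate 4 lowest of its genotype. Nkx2-1 lost its call without wild type replicate 1 or 2 or *Nestin-Pex5*-/- replicate 8, 9 or 10 (0.0833 to 0.117), with trend and robust settings (0.0648) and quantile-normalized again (0.0592), Klf2 without any 1 array other than wild type replicate 4 or *Nestin-Pex5*-/- replicate 7 (0.0667 to 0.119), and both in Student's t-test.

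Of the other lists, 29 genes of endoplasmic reticulum stress and heat shock had Atf3 (2.26-fold), Sdf2l1 (1.51-fold) and Edem1 (1.29-fold) higher (median 0.076, adjusted p = 0.00406 from camera, 0.424 with the estimated correlation, with a p as small in 3 of 35 splits). Sdf2l1 lost its call without wild type replicate 2 or 3 or *Nestin-Pex5*-/- replicate 9 or 10 (0.0500 to 0.0598), Edem1 without any 1 array other than wild type replicate 4 (0.0541 to 0.131), after scaling to Actb (0.101) and quantile-normalized again (0.0584), and both in Student's t-test. Among 18 genes of choroid plexus and ependyma Rarres2 was lower at 0.728-fold (median -0.29, adjusted p = 0.00455, 0.433 with the estimated correlation, with a p as small in 15 of 35 splits). Rarres2 did not pass without _s_at and _x_at probe sets (log2 fold change -0.077, adjusted p = 0.609), in Student's t-test (0.0778) or without wild type replicate 1 or 2 or *Nestin-Pex5*-/- replicate 9 or 10 (0.0595 to 0.0649). None passed in limma of 12 thalamic genes (1 higher at an unadjusted p under 0.05; median 0.14, adjusted p = 0.0278 from camera, 0.571 with the estimated correlation, with a p as small in 16 of 35 splits), 10 pituitary genes (0 at an unadjusted p under 0.05; median -0.095, mean 0.039, adjusted p = 0.409), 36 cell cycle genes (4 higher and 1 lower at an unadjusted p under 0.05; median 0.047, adjusted p = 0.0719), 45 genes of oxidative phosphorylation (0 at an unadjusted p under 0.05; median -0.017, adjusted p = 0.698) and 6 red blood cell genes (0 at an unadjusted p under 0.05; median -0.077, adjusted p = 0.631). Student's t-test called no member of the thalamic, pituitary, cell cycle, oxidative phosphorylation and red blood cell lists either.

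Tnf and Cxcl1, which the paper measured by qRT-PCR in other regions and at other ages, were at 1.05-fold and 0.992-fold here (adjusted p = 0.803 and 0.971 from limma). The other probe sets of Cxcl1 gave 1.41-fold and 1.08-fold (adjusted p = 0.240 and 0.700 from limma over all probe sets). Among cytokines without a value in the paper, Il1b rose 2.60-fold (adjusted p = 0.00167) and Il6 was at 1.15-fold (adjusted p = 0.152). The paper's discussion names TNFα, IL6 and IL1β as strongly raised in every brain region. In these hypothalamus arrays Tnf and Il6 did not pass. Il6 was at a low level, 3.47 in wild type and 3.68 in *Nestin-Pex5*-/- mice on the log2 scale, and passed with array weights (adjusted p = 0.0180 from limma). After Etnppl, the largest falls among genes that passed in limma and whose arrays did not overlap between the genotypes were in the ferroxidase Heph, the long RNA gene Gm11627, the transcription factor Sp8, the peptide Apln and the homeobox gene Dlx5, at 0.507-fold, 0.523-fold, 0.526-fold, 0.539-fold and 0.569-fold. Dlx1as, Cyp4f15, Sox1 and Tmem158 lay at 0.571-fold to 0.626-fold. Left out 1 at a time, 3 of the arrays ended the call of Sp8 (adjusted p = 0.0542 to 0.0587), 4 that of Dlx1as (0.0501 to 0.0648), 5 that of Tmem158 (0.0662 to 0.117) and 6 that of Dlx5 (0.0558 to 0.0825). Student's t-test called Gm11627, Apln and Sox1 of these 10 falls, but not Etnppl (adjusted p = 0.0872), the only gene at least 2-fold lower, nor Heph, Sp8, Dlx5, Dlx1as, Cyp4f15 and Tmem158 (0.0575 to 0.157).

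Of other genes that passed in limma, Student's t-test did not call Tlr4, H2-Ob, Ifi30, Il10ra, Il10rb, Socs3, Stat6, Fcrls, Itgal, Ccl5, Ighm, Lcn2, Ifi27l2a, Nos1 and Vtn (adjusted p = 0.0504 to 0.155).

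The third principal component, with 12.8% of the variance, split the *Nestin-Pex5*-/- arrays in pairs. The mean of 9 genes of the meninges, chosen after the data were seen, was 7.03 and 7.33 in *Nestin-Pex5*-/- replicates 7 and 8 against 8.57 and 8.55 in replicates 9 and 10, with 7.97 to 8.69 in the wild type arrays. The means of the MHC class II list (7.32 and 7.24 against 8.02 and 7.73) and of the anti-inflammatory list (6.57 and 6.64 against 6.88 and 6.83) were split in the same way. The reason was not tested.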
